# Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle

**DOI:** 10.1371/journal.pone.0145321

**Published:** 2015-12-23

**Authors:** Angela María Gonella-Diaza, Sónia Cristina da Silva Andrade, Mariana Sponchiado, Guilherme Pugliesi, Fernando Silveira Mesquita, Veerle Van Hoeck, Ricardo de Francisco Strefezzi, Gustavo R. Gasparin, Luiz L. Coutinho, Mario Binelli

## Abstract

In cattle, molecular control of oviduct receptivity to the embryo is poorly understood. Here, we used a bovine model for receptivity based on size of the pre-ovulatory follicle to compare oviductal global and candidate gene transcript abundance on day 4 of the estrous cycle. Growth of the pre-ovulatory follicle (POF) of Nelore (*Bos indicus*) cows was manipulated to produce two groups: large POF large corpus luteum (CL) group (LF-LCL; greater receptivity) and small POF-small CL group (SF-SCL). Oviductal samples were collected four days after GnRH-induced ovulation. Ampulla and isthmus transcriptome was obtained by RNA-seq, regional gene expression was assessed by qPCR, and PGR and ERa protein distribution was evaluated by immunohistochemistry. There was a greater abundance of PGR and ERa in the oviduct of LF-LCL animals thus indicating a greater availability of receptors and possibly sex steroids stimulated signaling in both regions. Transcriptomic profiles indicated a series of genes associated with functional characteristics of the oviduct that are regulated by the periovulatory sex steroid milieu and that potentially affect oviductal receptivity and early embryo development. They include tissue morphology changes (extra cellular matrix remodeling), cellular changes (proliferation), and secretion changes (growth factors, ions and metal transporters), and were enriched for the genes with increased expression in the LF-LCL group. In conclusion, differences in the periovulatory sex steroid milieu lead to different oviductal gene expression profiles that could modify the oviductal environment to affect embryo survival and development.

## Introduction

From the discovery of the oviduct by Gabriele Falloppio in 1561 until the late 1900s, it was believed that the oviduct was simply a conduit for the passage of sperm and oocyte without relevant metabolic or physiological functions [1]. However, it is now well accepted that the oviduct plays a major role in sperm storage and capacitation, fertilization and early embryo development [2–5]. Based on its macro-anatomical characteristics, the oviduct can be divided into three portions: the infundibulum which captures the oocyte after ovulation, the ampulla, which is site of fertilization, and the isthmus, which serves as a sperm reservoir in some species [6] and also transports the embryo to the uterine lumen [7]. Consistent with the functional specialization, cellular and molecular characteristics of the oviduct vary according to region [1, 8]. The oviduct epithelial lumen has two types of cells: ciliated and non-ciliated (secretory) cells [9]. In buffaloes [10] and cattle [8], the relative numbers of secretory cells are significantly greater in the ampulla than in the infundibulum and the isthmus. Additionally, the proportion of secretory cells increases during the follicular phase as compared to the luteal phase of the estrous cycle. Oviductal secretions are comprised of molecules originated from the peripheral circulation as well as molecules synthesized de novo by the luminal epithelial cells [11–13]. Oviductal secretions include nutrients, such as energy substrates, ions and amino acids, and lipids and proteins with structural, catalytic and regulatory functions [14–16].

The function of the female reproductive tract is under constant influence of sex steroidal hormones; they define morphology and physiology of tract components and, ultimately, the ability to support pregnancy. In ruminants, the coordinated and sequential changes of concentrations of ovarian steroids, estradiol (E2) and progesterone (P4) during the estrous cycle regulate oviductal secretory function [17–19]. Indeed, volume of oviductal secretions increases around ovulation [20] and decreases during the luteal phase and pregnancy [21]. More importantly, it has been shown that, in cattle, the proestrus-estrus concentrations of E2 and metaestrus-diestrus concentrations of P4 are positively associated with the probability of pregnancy success [22–24]. There are probably multiple targets of sex-steroid actions that affect fertility, such as the oocyte, oviduct, and endometrium. For example, P4 supplementation during early diestrus regulated the endometrial transcriptome, secretions, and elongation of the conceptus [25–27]. Furthermore, our recent work described a model in which ovulation of larger follicles, and consequent greater proestrus E2 concentrations and early diestrus P4 concentrations, modulated global and specific transcription of endometrial genes in *Bos taurus indicus* cattle [28–30]. However, the modulation of oviductal function by the periovulatory sex steroid milieu remains unstudied in cattle. Here, we hypothesize that distinctly different proestrus-estrus concentrations of E2 and metestrus concentrations of P4 specifically regulate expression of oviductal genes that support pregnancy. To test this hypothesis, we use an in vivo experiment that aimed to 1., produce groups of animals with distinctly different periovulatory endocrine milieus and to discover their effect on: 2., the oviductal regional regulation of gene and protein expression of sex-steroid receptors; 3., the transcriptome of the ampulla and the isthmus and, 4., the regional expression of candidate genes associated with oviductal function in Nelore cows four days after induction of ovulation.

## Materials and Methodology

### Animals

All animal procedures were approved by the Ethics and Animal Handling Committee of the School of Veterinary Medicine and Animal Science of the University of São Paulo. Experiment was carried out at the University of São Paulo, Pirassununga Campus (São Paulo, Brazil). Forty one multiparous and non-lactating Nelore (Bos indicus) cows with no gross reproductive abnormalities by gynecological examination, with a body condition score between 3 and 4 (0, emaciated; 5, obese), were kept in grazing conditions (*Brachiaria brizantha* pastures), supplemented with mineralized salt to fulfill their maintenance requirements, and had free access to fresh water.

### Reproductive management and experimental design

Animal and reproductive management was performed as described previously [28, 29] to generate animals ovulating a larger follicle and presenting a subsequent larger CL (LF-LCL group, associated with greater receptivity and fertility) or smaller follicles (SF-SCL group; Fig 1). Briefly, animals were pre-synchronized by intramuscular injection of GnRH agonist (1 μg of buserelin acetate; Sincroforte, Ouro Fino, Cravinhos, Brazil) and, 7 days later an injection of Prostaglandin F2 alpha analog (PGF; 0.5 mg of sodium cloprostenol; Sincrocio, Ouro Fino, Cravinhos, Brazil). At this day [day -20 (D-20)] animals received an ESTROTECT Heat detector patch (Rockway, Inc. Spring Valley, WI, USA) and estrus detection was performed twice daily from D-20 to D-10. All animals received an intravaginal P4-releasing device (1g; Sincrogest) on D-10 along with an intramuscular injection of 2 mg estradiol benzoate (Sincrodiol, Ouro Fino). Simultaneously, cows in the LF-LCL received an intramuscular injection of PGF. The P4 devices were removed on day -2, 42 h and 30 h before the GnRH injection in the LF-LCL and the SF-SCL groups, respectively. All animals received a PGF injection at P4 device removal and a second PGF injection 6 h later. Ovulation was induced by an injection of GnRH agonist on D0. In order to assess growth and ovulation of the pre-ovulatory follicle (POF) and CL area, transrectal ultrasound examinations were carried out on D-10 and daily from D-2 to D4, and color Doppler mode was used to detect signals of CL blood flow. Ultrasonography was performed with the aid of a duplex B-mode (gray-scale) and pulsed-wave color Doppler ultrasound instrument (MyLab30 Vet Gold; Esaote Healthcare, São Paulo, São Paulo, Brazil) equipped with a multifrequency linear transducer. All Doppler scans were performed at a constant gain setting for color. Retrospective interpretation of changes in follicular diameters over time allowed the identification of the dominant follicle of the estradiol benzoate-induced wave, the determination of the POF diameter, and the day of ovulation. Ovulation was defined as the disappearance of the previously identified POF followed by the observation of a CL on the same approximate topographical location on the ovary. The diameter of follicles was calculated as the average between measurements of two perpendicular axes of each structure. The maximum CL area was determined using a B-mode still image and the tracing function [31]. For CL with an anechoic fluid-filled cavity, the area of the cavity was subtracted from the total area [32].

**Fig 1:**
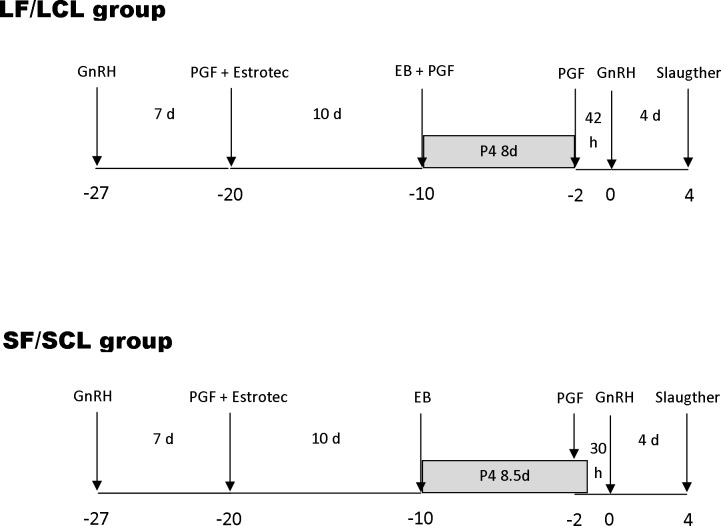
Schematic of the hormonal manipulation protocol used in the present study. Animals (n = 41) were pre-synchronized by intramuscular injection of GnRH agonist and, 7 days later an injection of Prostaglandin F2 alpha (PGF) analog. At this day [day -20 (D-20)] animals received an ESTROTECT Heat detector device and estrus detection was performed twice daily from D-20 to D-10. All animals received a new intravaginal P4-releasing device on D-10 along with an intramuscular injection of 2 mg estradiol benzoate. Simultaneously, cows in the LF-LCL received an intramuscular injection of PGF. The P4 devices were removed on day -2, 42 h and 30 h before the GnRH injection in the LF-LCL and the SF-SCL groups, respectively. All animals received a PGF injection at P4 device removal and a second PGF injection 6 h later. Ovulation was induced by an injection of GnRH agonist on D0.

### Blood sampling and hormone measurements

Blood sampling for determination of P4 and E2 concentrations was performed once daily from D-2 to D4. Blood samples were collected by jugular venipuncture in tubes containing Heparin (BD, São Paulo, São Paulo, Brazil). Plasma was separated using centrifugation at 4°C, 1500x g for 30 minutes (min), and stored at −20°C. Plasma P4 concentrations were measured in all samples using a solid-phase radioimmunoassay (Coat-a-Count; Siemens, Los Angeles, CA, USA), as validated previously [33]. Plasma E2 concentrations were determined using a commercial RIA kit (Double Antibody Estradiol; Siemens) as reported previously [34]. The intra-assay CV and sensitivity for P4 and E2, respectively, were 0.8% and 0.05 ng/mL, and 1.7% and 0.13 pg/mL.

### Tissue collection and processing

On D4, cows were stunned using a captive bolt and euthanized by jugular exsanguination at the University slaughterhouse. Reproductive tracts were transported on ice and dissected within 15 min of slaughter. The oviduct ipsilateral to the ovary containing the CL was dissected and the ampulla and isthmus regions separated. The ipsilateral side was chosen because it is the side in which oocyte, sperm, zygote, and early embryos will transit during the initial days after estrus. Furthermore, there is evidence suggesting that the ipsilateral and the contralateral sides are controlled by different transcription mechanisms [12, 35, 36].

Tissue from ampulla and isthmus regions, covering all the oviductal thickness, were either frozen in liquid nitrogen or fixed in buffered formalin prior to paraffin embedding. Transcriptome of ampulla and isthmus were evaluated because previous evidence suggested that they were morphologically [8], physiologically [2], and molecularly [37, 38] different. Furthermore regions play distinct roles in the reproductive process.

The D4 was selected because at this point, the oocyte transport, sperm transport, and fertilization have already occurred, and, if successful, an early embryo is expected to be in transit between the ipsilateral ampulla and isthmus. Our interest was to gain understanding of how the differences in the E2 and P4 concentrations during the periovulatory period affect the ampulla and isthmus transcriptome.

### Immunohistochemistry

Paraffin-embedded ampulla and isthmus samples were sectioned into 4 μm sections and mounted onto an adhesive slide (StarFrost, Knittel Glass, Braunschweig, Germany). Sections were deparaffinized in xylene, and rehydrated in a series of increasing dilutions of ethanol. Sections were incubated for 5 min in 10nM citrate buffer (pH 6) at room temperature, and then processed for 4 cycles of 5 min at 750 watts in a microwave for antigen retrieval. Slides were cooled at room temperature for 20 min and washed three times for 5 min in PBS containing 0.3% Triton (PBS/Triton; pH 7.4). Endogenous peroxidase activity was blocked by incubation in 1.5% hydrogen peroxide in methanol for 30 min at room temperature. Sections were washed in PBS/Triton (3 x 5 min). To block nonspecific binding, protein block was carried out using 2% non-fat dry milk for 15 min at room temperature. Tissue sections were incubated in a humid chamber with a mouse monoclonal anti-Progesterone Receptor (PGR) primary antibody (Clone PR10A9; 1:75 dilution; Beckman Coulter PN IM1546; France) overnight at 4°C or anti-Estrogen Receptor alpha mouse monoclonal (ER alpha; clone 1D5, 1:50 dilution; Dako; Denmark) 60 min at room temperature. Technical negative control reactions contained normal mouse IgG instead of primary antibody. Tissue sections were then washed (3x5 min) in PBS/Triton. The Biotinylated Link Universal Solution (DK0690, Dako) was used as secondary antibody, and the incubation was conducted for 15 min at room temperature in a humid chamber. Next, slides were washed in PBS/Triton buffer (3x5 min), incubated with a streptavidin- peroxidase complex (Streptavidin-HRP, K0690, DAKO) for 15 min in a humid chamber, and washed again in PBS/Triton. Sections were then incubated in diaminobenzidine (DAB, K3468, DAKO) solution for 5 min and washed in distilled water (3x5 min). Finally, sections were counterstained with hematoxylin, washed in running water for 10 min, dehydrated in a series of increasing concentrations of ethanol, cleared in xylene, and mounted on coverslips. The immunostaining procedure for each primary antibody was performed in a single run. The slides were photographed using light microscopy and immunostaining was subjectively analyzed (strong, mild, weak or no staining) in the luminal epithelium (LE), stromal cells (SC), muscular layer (ML) and serous membrane (SM).

### RNA and protein isolation

Frozen ampulla and isthmus samples were ground in liquid nitrogen using a mortar and pestle and immediately mixed with buffer RLT from AllPrep® DNA/RNA/Protein Mini kit (No. 80004, Qiagen, São Paulo, São Paulo, Brazil), as recommended by manufacturer’s instructions. Tissue suspension was passed at least 5 times through a 21-ga needle, and centrifuged at 13,000 x g for 3 min for removal of debris, before supernatant loading and processing in silica columns. RNeasy columns were eluted with 30 μL of RNase-free water and both, RNA and protein, were kept at −80°C. Concentration of total RNA extracts was measured using the NanoVue spectrophotometer (GE Healthcare).

### RNA Sequencing (RNA-Seq): procedures and data analysis

Ampulla and isthmus samples of the three top-ranked animals in the LF-LCL group and the three bottom ranked animals in the SF-SCL group were selected for individual RNA-Seq (please see details in the Statistical Analyses section). RNA quality was assessed with the NanoVue spectrophotometer (GE Healthcare Europe, Munich, Germany; 260/280 and 260/230 nm ratios) and with the Agilent Bioanalyzer (Agilent Technologies, Palo Alto, USA; 28S/18S ratio and RNA integrity number (RIN) data). All samples had a RIN ≥8 and were considered suitable for RNAseq analysis. For the analysis of expression profiles in LF-LCL and SF-SCL animals, libraries were generated using a routine RNA library preparation TruSeq protocol developed by Illumina Technologies (San Diego, CA) using 1 μg of total RNA as input. Briefly, polyA selected RNA was cleaved as per Illumina protocol and the cleaved fragments were used to generate first strand cDNA using SuperScript II reverse transcriptase and random hexamers. Subsequently, second strand cDNA was synthesized with RNaseH and DNA polymerase enzyme. Adapter ligation and end repair steps followed second strand synthesis. Resulting products were amplified via PCR and cDNA libraries were then purified and validated using the Bioanalyzer 2100 (Agilent Technologies). Paired-end sequencing of 101bp reads was performed using the Illumina HiSeq 2000 (ampulla samples) and Illumina HiSeq 2500 (isthmus samples) platforms. The quality filtering was performed by seqyClean v1.3.12. (https://bitbucket.org/izhbannikov/seqyclean/get/stable.zip) using a minimum of 26 Phred quality vector, and adaptor sequences from the Univec database (https://www.ncbi.nlm.nih.gov/tools/vecscreen/univec/) were used as guide to remove possible contaminants and minimum read length of 65 bases. Only high quality paired-end sequences were kept for further analyses. The reads were mapped with Tophat v.2.0.8 [39] and Bowtie2 v2.1.0 [40] on the masked bovine genome assembly (Bos taurus UMD 3.1, NCBI). The isoforms were obtained with the package Cufflinks v.2.1.1 [41], with the annotation file (.gtf) as guide through the option -G (the RABT assembly) and specifically the PGR gene isoforms were searched.

The mapping file was sorted using SAMTools v 0.1.18 [42] and read counts were obtained using the script from HTSeq-count v0.5.4p2 (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html). The differential expression analysis was performed with package DESEq v1.12.1 [43], from R/Bioconductor [44]. Using the function “estimate Size Factors”, the normalized counts were obtained (baseMean values, which are the number of reads divided by the size factor or normalization constant). The standard deviation along the baseMean values was also calculated for each transcript. In order to avoid artifacts caused by low expression profiles and high expression variance, only transcripts that had an average of baseMean > 5 and the mean greater than the standard variation were analyzed. The method to test for differential expression was the negative binomial distribution, through the nbinom Test function on DESeq. The threshold for evaluating significance was obtained by applying a p-value of 0.05 FDR- Benjamini-Hochberg [45]. The gene enrichment analysis was performed separately for each region, using the functional annotation tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID; [46] using as background the set of genes that passed through the differential expression analysis filter. In order to avoid overrepresentation of some GO similar categories, GO terms were grouped when having more than 3 common genes.

### Quantitative PCR

RNA quality and quantity was measured with the NanoVue spectrophotometer and 1 μg was reverse transcribed (High Capacity cDNA Reverse Transcription Kit, Life Technologies) according to manufacturer’s instructions; samples were incubated at 25°C for 10 min, followed by incubation at 37°C for 2 h and reverse transcriptase inactivation at 85°C for 5 min and storage at −20°C. The cDNA obtained was used for gene expression assays by qPCR.

Step-One Plus (Life Technologies, Carlsbad, CA) with SYBR Green Chemistry was used for the amplification analysis. Primers were designed based on GenBank Ref-Seq mRNA sequences of target genes. Sequences were masked to remove repetitive sequences with RepeatMasker (http://www.repeatmasker.org/) [47] and, then, the masked sequences were used to primer design using the PrimerQuest software (IDT1, http://www.idtdna.com/primerquest/Home/Index). The characteristics of the primers were checked in Oligo Analyzer 3.1 software (IDT1, http://www.idtdna.com/analyzer/Applications/OligoAnalyzer/), while the specificity was compared by BLAST1 (NCBI, http://blast.ncbi.nlm.nih.gov). qPCR products from reactions containing designed primers were submitted to agarose gel electrophoresis and sequencing and identities were confirmed. Details of primers are provided on Table 1.

**Table 1:** Primer sequences of target and reference genes analyzed using qPCR.

Target gene	Gene Bank Number	Forward primer sequence (5′–3′)	Reverse sequence (5′–3′)	Primer efficiency (%)	Amplicon length (bp)
*ACTB*	NM_173979.3	GGATGAGGCTCAGAGCAAGAGA	TCGTCCCAGTTGGTGACGAT	2.03	77
*ANGPT2*	NM_001098855.1	ACCCTTCAGGTGAACACTGG	CGTGAGGCCTTTAAGGTGAA	2.03	178
*ANGPT4*	NM_001076483.2	ACCCTCATTCAGCGCCGTGA	GCTGGGTTGCCAAAGCCCTGTT	2.06	83
*CADM3*	NM_001075946.1	AACCTCTCCCAGGACGACAGT	TCTGCTGGGCAGGGTTAGAC	1.93	133
*C-MET*	NM_001012999.2	AGGTCGATTCATGCAGGTTGT	TTTAGCGGGTGCTCCACAAT	1.98	114
*CTGF*	NM_174030.2	CGTGTGCACCGCTAAAGATG	TCCGCTCTGGTACACAGTTCCT	2.06	61
*CTSS*	NM_001033615.2	AGAAGCCGTGGCCAATAAA	CTTCCCGTCAAGGTTACCATAG	2.10	157
*CXCR4*	NM_174301.3	AAAGTGACCCTGAGGACTTGAGTAG	CCGGAAGCAGGGTTCCTT	2.03	153
*EDN1*	NM_181010.2	GAGTGTGTCTACTTCTGCCATC	CTAGCACACTGGCATCTCTTC	2.10	158
*ESR1*	XM_002690343.1	CAGGCACATGAGCAACAAAG	TCCAGCAGCAGGTCGTAGAG	2.05	82
*ESR2*	NM_174051.3	GTAGAGAGCCGCCATGAATAC	CAATGGATGGCTAAAGGAGAGA	1.96	161
*GAPDH*	NM_001034034.2	GCCATCAATGACCCCTTCAT	TGCCGTGGGTGGAATCA	1.93	69
*HISTONA 2*	AY835842.1	GAGGAGCTGAACAAGCTGTTG	TTGTGGTGGCTCTCAGTCTTC	1.93	103
*HPSE*	NM_174082.2	CGGATTGTTGAGAAGATCAGA	AAGGTGTTGGACAGGAAGGG	1.92	94
*HSPA1A*	NM_203322.2	CACCATCACCAACGACAA	CTTGTCCAGCACCTTCTTC	2.08	181
*OVGP1*	NM_001080216.1	CCGCTGGACCTTTGTCTTCT	GAAATCCAGGAGTCTGCCCA	1.93	166
*PCNA*	NM_001034494.1	TTGGCTCCCAAGATCGAGGATGAA	TGTGCTGGCATCTCAGAAGCAGTT	1.95	98
*PDGF*	NM_001083706.1	TCTCTGATCCCAATGCACCG	TCGGTACAAGTCATCTCGCC	1.99	147
*PGR*	NM_001205356.1	GCCGCAGGTCTACCAGCCCTA	GTTATGCTGTCCTTCCATTGCCCTT	1.97	199
*PGR1*	NM_001202474.3	ACTACCTGAGGCCGGATT	CCCTTCCATTGCCCTCTTAAA	2.03	163
*PGRMC2*	NM_001099060.1	CAGGGGAAGAACCGTCAGAA	ATGAAGCCCCACCAGACATT	1.98	168
*PPIA*	NM_178320.2	GCCATGGAGCGCTTTGG	CCACAGTCAGCAATGGTGATCT	2.02	64
*RGS20*	NM_001076327.1	CGTCTAGGACAGGGACTTTAGA	GAACACACTACTGCCACCATAA	2.09	198
*RPL15*	NM_001077866.1	TGGAGAGTATTGCGCCTTCTC	CACAAGTTCCACCACACTATTGG	1.99	64
*TGFB2*	NM_001113252.1	AATTTGGTGAAGGCCGAGTTC	GGTTTTCACGACTTTGCTCCA	1.95	149
*TGFB3*	NM_001101183.1	TTACTGCTTCCGCAATTTCA	TCTGAGCTGCGGAGGTATG	1.94	149
*TGFBR1*	NM_174621.2	GATTCGGCCACGGATACAA	GTCGAGCTACTTCCCAGAATAC	1.94	165
*TGFBR2*	NM_001159566.1	AAGTCGGTTAACAGCGATATGATG	TCCGGCTTCTCGCAGATG	2.04	154
*VCL*	NM_001191370.1	GCTGTTCAAGGGAGTAATAGG	TTCTGGCTTTGGGAAGAAATA	2.07	153

In order to select reference genes, the GeNorm Microsoft Excel applet was used. This applet provides a measure of gene expression stability (M) [48]. Histone 2, Glyceraldehyde-3-Phosphate Dehydrogenase (GAPDH), Actin Beta (ACTB), Cyclophilin A (PPIA), Ribosomal Protein L15 (RPL15) Ct values were converted to scale expression quantities using the delta-Ct method and entered into geNorm. Genes were ranked based on M values, where the genes with the most stable expression had the lowest values. Data was analyzed in geNorm initially using all five genes and then the two most stable genes (PPIA, GAPDH) were selected. Determination of qPCR efficiency and Cq (quantification cycle) values per sample were performed with LinRegPCR software (V2014.2; http://linregpcr.nl/). Quantification was obtained after normalization of the target genes expression values (Cq values) by the geometric mean of the endogenous control expression values PPIA and GAPDH. In order to validate RNAseq analysis results, qPCR was conducted on a subset of 23 genes. We selected genes from the following functional categories, relevant to oviductal biology: sex-steroid receptors [Estrogen Receptor 1 (ESR1) and 2 (ESR2), progesterone receptor (PGR), progesterone receptor membrane component 2 (PGRMC2), and Regulator Of G-Protein Signaling 20 (RGS20)], angiogenesis [angiopoietin 2 (ANGTP2) and 4 (ANGTP4), and endothelin 1 (EDN1)], cellular proliferation [connective tissue growth factor (CTGF), MET proto-oncogene receptor tyrosine kinase (C-MET), proliferating cell nuclear antigen (PCNA), platelet derived growth factor D (PDGFD), transforming growth factor beta 2 (TGFB2) and 3 (TGFB3), transforming growth factor beta receptor 1 (TGFBR1) and 2 (TGFBR1),], extracellular matrix [cell adhesion molecule 3 (CADM3), chemokine (C-X-C motif) receptor 4 (CXCR4), heparanase (HSPE), and vinculin (VCL)], synthesis of glycoproteins [cathepsin S (CTSS) and oviductal glycoprotein 1 (OVGP1)], and cellular chaperone [Heat Shock 70kDa Protein 1A (HSPA1A)].

### Statistical analyses

Prior to the statistical analyses, animals were evaluated according to the criteria we established in order to determine whether minimal premises were matched. Animals were removed from the experiment if: POF diameter on D0 was smaller than 8 mm, ovulation was detected at the D0 ultrasound examination or before (i.e. early ovulation), ovulation was detected at the D3 ultrasound examination (i.e., late ovulation), ovulation was not detected, and follicular or luteal cysts were detected at any moment during the experiment. According to these criteria, 13 animals of LF-LCL and 8 animals of SF-SCL that ovulated within 24–36 h of GnRH injection were used. In order to select the samples for the different laboratory analyses, animals in each group (LF-LCL and SF-SCL) were ranked according to the following ovarian and endocrine variables: maximum diameter of the POF and E2 concentration at D -1, CL area and P4 concentrations at D4. Then, ampulla and isthmus samples of the top-ranked animals in the LF-LCL group and the bottom ranked animals in the SF-SCL group were selected (RNAseq analyses: 3 animals per group; IHQ analyses: 5 animals per group; qPCR: 7 animals per group).

Data was tested for normality of residuals and homogeneity of variances. Ovarian and endocrine variables were analyzed for the main effect of group (LF-LCL vs. SF-SCL) by one-way ANOVA using the GLM procedure of SAS. The E2 and P4 concentration were analyzed for the main effect of group and time by repeated split-plot ANOVA using SAS PROC GLM. Transcript abundance was analyzed by two-way ANOVA, considering the main effects of group and region (isthmus and ampulla) and the interaction of group by region. All data will be shown as mean ± standard error of mean.

## Results

### Animal model

Forty one animals were synchronized in order to obtain the two experimental groups. Only 21 remain in the experiment (13 animals of LF-LCL and 8 animals of SF-SCL) after fulfilling all the premises required. As planned, hormonal manipulations successfully generated distinctly different groups of animals regarding both ovarian and endocrine variables. Specifically, on D-1, diameter of the POF in LF-LCL (15.70 ± 0.43 mm) was greater than in the SF-SCL group (11.31 ± 0.23 mm; P < 0.01). In agreement with these findings, E2 plasma concentrations were affected by time (P < 0.01) and group (P = 0.02), and were greater in the LF-LCL than in the SF-SCL cows in D-2, D-1 and D0 (Fig 2). Regarding the CL values at D4, a group effect was found in CL area but not in CL blood flow. At D4, CL of LF-LCL animals had an area of 1.39 ± 0.08 mm^2^ and 43.75± 3.83% of blood flow. In comparison, SF-SCL animals achieved 1.02 ± 0.09 mm^2^ of area (P < 0.01) and 36.25± 4.12% blood flow (P >0.1). Plasma P4 concentration was also affected by time (P < 0.01) and group (P = 0.03) effects being greater for LF-LCL than SF-SCL group on day 4 (Fig 2).

**Fig 2:**
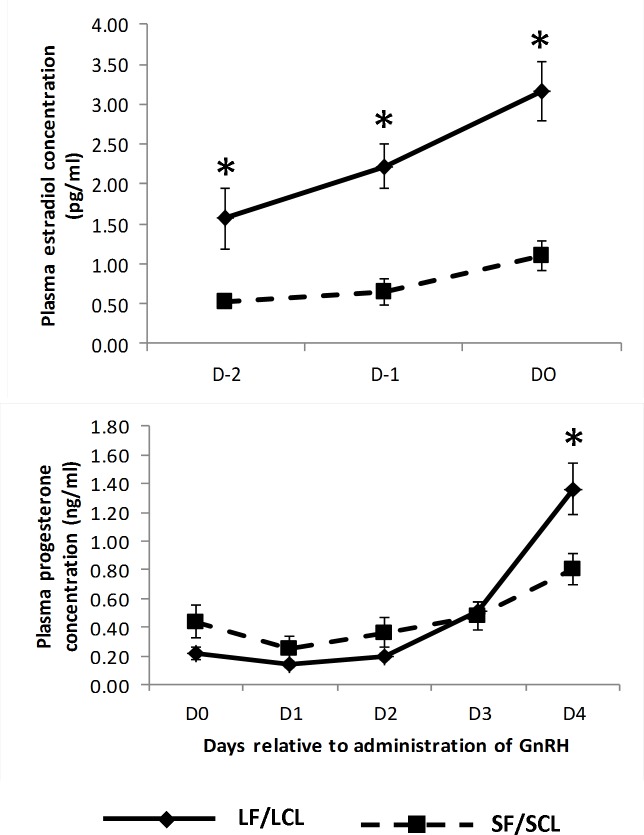
Plasma concentrations (mean ± SEM) of estradiol (top panel) and progesterone (bottom panel) of cows in the LF/LCL group (n = 13) and in the SF/SCL group (n = 8). Within a given Day, significantly different means (P < 0.05) were indicated by an asterisk (*). LF/LCL, large follicle-large CL; SF/SCL, small follicle-small CL.

Tissue responses to the endocrine changes elicited by the animal model are modulated by specific receptors. Thus, using 7 animals per group, abundance of transcripts of nuclear *ESR1*, *ESR2 and PGR* and membrane *PGRMC-2* were quantified in both oviduct regions.

There was no region, treatment or interaction effect on the expression of *PGR* or *PGRMC-2* genes (Table 2). Using 5 animals per group, immunohistochemistry was performed using an ERa antibody and a PGR antibody that does not discriminate the PGR isoforms. The PGR immunostaining pattern was different between LF-LCL and SF-SCL animals (Fig 3; S1 Fig). Animals of the LF-LCL group showed similar strong immunostaining in the ampullar and isthmus LE, a weak staining in the SC, a mild staining on the ML, and no positive immunostaining in the SM (Table 3). In contrast, isthmus SF-SCL samples presented a mild immunostaining in LE, a weak staining in SC and ML, and no positive staining in the SM. However, SF-SCL ampullary samples had weak staining in SC and ML, and no staining in LE and SM (just one of five animals of the SF-SCL group showed moderate staining in the LE). *ESR1* expression was greater in the ampulla than in the isthmus (Fold Change: 1.65; P<0.001), but it was similar between treatments; no region or treatment effects were found for *ESR2* expression (Table 2). The immunostaining of the ERa showed also differences between groups and between regions (Table 3). There was a stronger immunostaining in the ampulla and isthmus in the LF-LCL group than the SF-SCL group (Fig 3; S2 Fig). Based on immunohistochemical data, greater abundance of PGR and ERa for the LF-LCL group indicates a greater availability of receptors and, possibly, sex steroids stimulated signaling, both in the ampulla and isthmus in this group of animals. Interestingly, protein staining intensities were not consistent with respective PGR and ESR1 transcript abundances.

**Fig 3:**
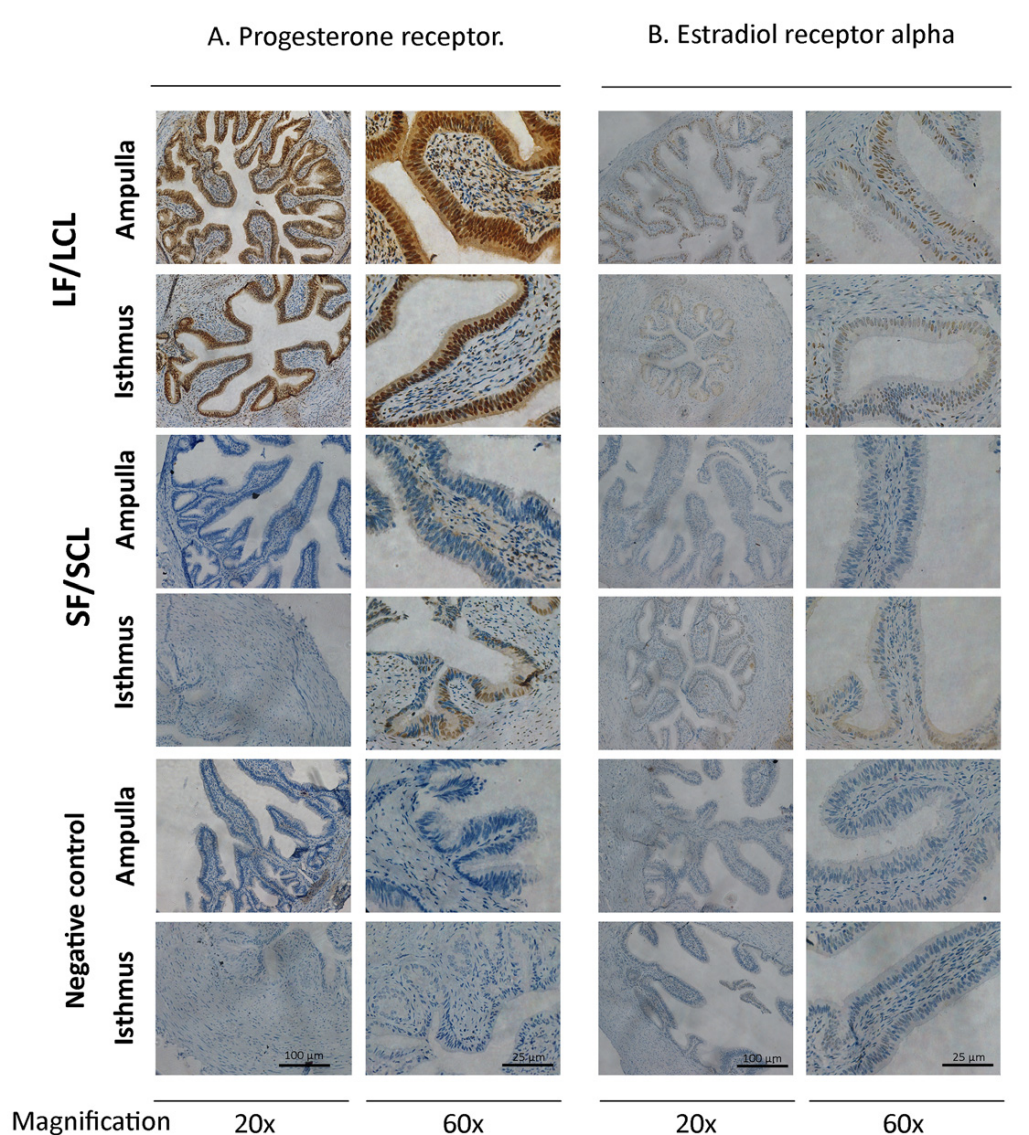
Localization of Progesterone receptor (PGR) and Estradiol receptor alpha (Er alpha) in the bovine oviduct by immunohistochemistry. Representative images of PGR and ER alpha immunohistochemical localization in the ampulla and the isthmus of LF/LCL and SF/SCL groups at Day 4 of the estrous cycle (n = 5 per group). Original magnification: 20x (scale bar: 100 μm) and 60x (scale bar: 25 μm). For an overview of PGR and ER alpha staining on samples of all animals see S1 and S2 Figs.

**Table 2:** Relative Abundance of transcripts of different genes in the ampulla and isthmus of LF/LCL and SF/SCL Animals (n = 14).

Gene	LF/LCL		SF/SCL		*P* Value		
	Ampulla	Isthmus	Ampulla	Isthmus	Group	Region	Interaction
ANGPT2	0.225 ± 0.03	0.291 ± 0.092	0.230 ± 0.040	0.221 ± 0.069	0.61	0.87	0.77
ANGPT4	0.095 ± 0.016	0.238 ± 0.097	0.085 ± 0.017	0.221 ± 0.055	0.84	˂ 0.01	0.63
CADM3	0.496 ± 0.089	0.103 ± 0.055	0.257 ± 0.122	0.108 ± 0.027	0.96	0.45	0.57
C-MET	0.069 ± 0.007	0.083 ± 0.012	0.052 ± 0.016	0.064 ± 0.019	0.04	0.01	0.31
CTGF	0.192 ± 0.018	0.197± 0.104	0.164 ± 0.044	0.198 ± 0.048	0.58	0.41	0.83
CTSS	0.501 ± 0.061	0.305 ± 0.042	0.404 ± 0.074	0.456 ± 0.046	0.29	0.96	0.72
CXCR4	0.021 ± 0.000	0.016 ± 0.000	0.002 ± 0.000	0.001 ± 0.000	0.02	<0.001	0.28
EDN1	0.170 ± 0.013	0.211 ± 0.029	0.121 ± 0.008	0.444 ± 0.082	0.02	<0.001	0.72
ESR1	0.588 ± 0.057	0.326 ± 0.034	0.504 ± 0.040	0.335 ± 0.055	0.38	<0.001	0.48
ESR2	0.398 ± 0.07	0.294 ± 0.092	0.327 ± 0.076	0.22 ± 0.032	0.77	0.48	0.51
HPSE	0.338 ± 0.068	0.071 ± 0.050	0.256 ± 0.115	0.019 ± 0.003	0.03	<0.001	0.76
HSPA1A	0.290 ± 0.069	0.111 ± 0.036	0.367 ± 0.085	0.199 ± 0.128	0.88	0.01	0.96
OVGP1	0.118 ± 0.052	0.012 ± 0.010	0.233 ± 0.096	0.016 ± 0.010	0.62	<0.001	0.56
PCNA	0.949 ± 0.209	0.913 ± 0.174	0.622 ± 0.112	1.144 ± 0.144	0.30	0.13	0.33
PDGF	0.044 ± 0.003	0.032 ± 0.007	0.034 ± 0.007	0.028 ± 0.006	0.01	0.04	0.68
PGR	0.308 ± 0.030	0.311 ± 0.036	0.371 ± 0.064	0.317 ± 0.031	0.83	0.49	0.34
PGRMC2	0.479 ± 0.014	0.346 ± 0.078	0.450 ± 0.020	0.445 ± 0.043	0.26	0.24	0.46
RGS20	0.370 ± 0.101	0.220 ± 0.097	0.272 ± 0.077	0.291 ± 0.007	0.02	0.05	0.69
TGFB2	0.499 ± 0.060	0.520 ± 0.062	0.581 ± 0.032	0.331 ± 0.042	0.12	0.11	0.83
TGFB3	0.154 ± 0.02	0.572 ± 0.092	0.218 ± 0.046	0.36 ± 0.036	0.05	<0.001	0.98
TGFBR1	0.174 ± 0.052	0.291 ± 0.140	0.295 ± 0.107	0.181 ± 0.130	0.83	0.84	0.69
TGFBR2	0.163 ± 0.017	0.204 ± 0.104	0.071 ± 0.029	0.127 ± 0.044	0.60	0.01	0.66
VCL	0.086 ± 0.009	0.379 ± 0.060	0.016 ± 0.010	0.307 ± 0.042	0.03	0.01	0.12

Relative expression level normalized against Normalization factor for the most stable genes (GAPDH and PPIA) provided by geNorm.

**Table 3:** Subjective scores* of PGR staining in ampulla and isthmus on day 4 of the cycle of LF/LCL (n = 5) and SF/SCL (n = 5) animals.

Marked Protein	Region	Group	Mucous Membrane		Muscular Layer	Serous membrane
			Luminal epithelia	Stromal cells		
PGR	Ampulla	LF/LCL	+++	+	+	0
	Isthmus		+++	+	++	0
	Ampulla	SF/SCL	0	0	0	0
	Isthmus		++	+	+	0
ESR1	Ampulla	LF/LCL	++	++	+	0
	Isthmus		+++	+++	+	0
	Ampulla	SF/SCL	+	0	0	0
	Isthmus		++	+	0	0

* The staining intensity was evaluated using a four-point scoring scale: Strong (+++), mild (++), weak (+) or no staining (0).

### RNA-Seq analyses

#### Ampulla RNAseq

The ampulla RNAseq produced a total of ~157 million reads with an average of 30 million reads for each sample. Three biological replicates were analyzed for each group with the reads ranging from 29–36 million per sample after filtering (S1 Table). After using HTSeq-count, approximately ~60% of the total reads uniquely mapped to the UMD 3.1 reference genome, excluding also reads that aligned ambiguously. There were approximately 10% of not-uniquely mapped reads, 15% non-specifically mapped reads, and 15% unmapped reads. Only the uniquely mapped reads were considered in the analysis. One sample of the LF-LCL group was discarded from the RNA-Seq analyses, due to inadequate library quality resulting in few reads. In order to categorize the genes with different level of expression, a multiphasic graph was obtained by plotting the log2 transformed baseMean values versus all expressed genes from the *Bos taurus* genome. According to the phases in the graph, gene expression values were categorized into three groups: high (≥ 1000 reads normalized or baseMean), medium (≥ 15 to 1000 baseMean), and low (< 15 baseMean) expression genes. There were 3,379 (25.6%) highly expressed genes, 10,456 (67.4%) medium expressed genes, and 1,107 genes (7%) with low expression. There were 2,123 (13.6%) and 2,162 (13.9%) highly expressed genes in SF-SCL and LF-LCL, and 449 (2.8%) and 485 (3.1%) lowly expressed genes in SF-SCL and LF-LCL, respectively. After applying the variance and minimal value of baseMean filtering, a total of 15,815 genes were included on the differential expression analysis (see MAplot on Fig 4A). A total of 692 out of the 15,815 analyzed genes showed differential expression, of which 325 and 367 were up-regulated in the ampulla of LF-LCL and SF-SCL samples, respectively. Differentially expressed genes, their respective Log2fold-changes and phenotype expression profiles averages are listed on the (S2 Table). Clustering analysis clearly separated the overall transcriptome signatures of the two groups indicating distinct tissue-specific characteristics of the expression profiles (Fig 5A). All reads sequences were deposited in the Sequence Read Archive (SRA) of the NCBI (http://www.ncbi.nlm.nih.gov/sra/; S3 Table), and an overview of this data has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE65681.

**Fig 4:**
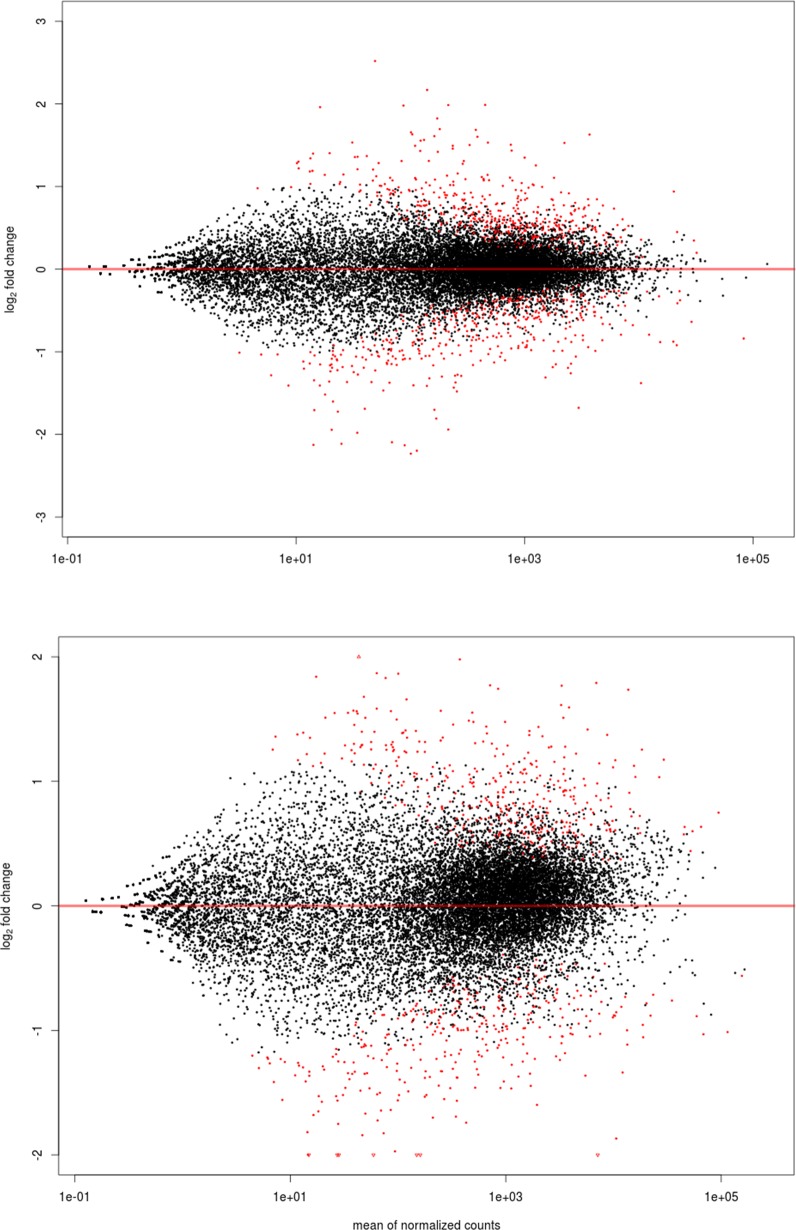
MA Plot showing ampulla (A; n = 5 samples) and isthmus (B; n = 6 samples) gene expression of LF/LCL and SF/SCL groups, in terms of the differentially expressed genes (p < 0.001).

**Fig 5:**
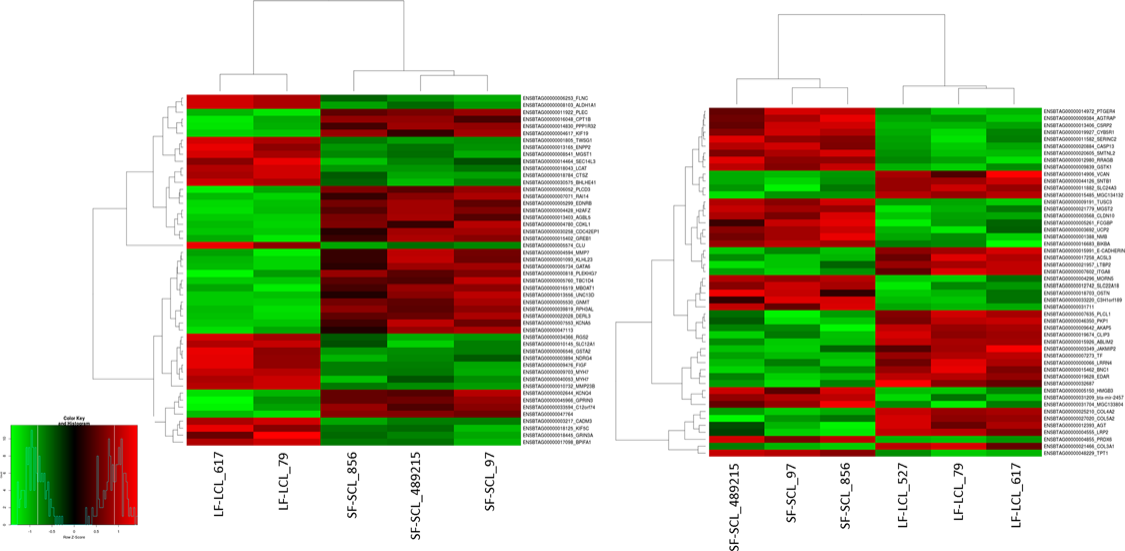
Heat map constructed by clustering of the 50 most differently expressed genes between LF/LCL and SF/SCL in the ampulla (n = 5) and the isthmus (n = 6). The colors in the map display the relative standing of the reads count data; GREEN indicates a count value that is lower than the mean value of the row while red indicates higher than the mean. The shades of the color indicate distance from each data point to the mean value of the row. Columns represent individual samples of LF/LCL and SF/SCL.

Additionally, using an expanded number of individuals (n = 7 per group), we validated the differential expression data for 23 genes by qPCR (S4 Table). Validation showed agreement of the expression patterns of the RNA-seq results and the qPCR results.

#### Isthmus RNAseq

The isthmus RNAseq produced a total of ~451 million reads with an average of 75 million reads for each sample. 

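The isthmus libraries came from 6 Nelore cows, 3 that ovulated a larger follicle (LF/LCL) and 3 that ovulated a smaller one (SF/SCL), with 1 library per cow from tissue collected on day 4 after the GnRH injection. The progesterone device was removed 42 h before GnRH in the LF/LCL group and 30 h before GnRH in the SF/SCL group. The authors had ranked the animals and chosen the top of the LF/LCL group and the bottom of the SF/SCL group for sequencing. Polyadenylated RNA was sequenced as paired ends, the filtered reads were aligned to the masked bovine genome with TopHat, and the reads that mapped uniquely to each Ensembl gene were counted with HTSeq-count. The deposited values are these counts divided by the DESeq size factor of each library, which the paper calls normalized counts or baseMean. In every library the values were whole multiples of a single step, so that 100% of the 147696 values could be turned back into whole reads, and the recovered total of each library equalled its number of uniquely mapped reads in S1 Table. LF/LCL cows 617, 79 and 527 had 25652651, 28659214 and 29836083 reads, and SF/SCL cows 856, 489215 and 97 had 34193164, 25472906 and 23899117 reads. The median was 28659214 reads in the LF/LCL group and 25472906 reads in the SF/SCL group. The reads before counting are more numerous, since S1 Table of the paper lists from 63610666 to 85955492 raw reads and from 52451000 to 71049396 filtered reads per library. The size factors ran from 0.751 for cow 489215 to 1.32 for cow 856. Because the values are normalized, differences between the groups were tested with limma on log2(value + 1), and count models on the recovered reads were run as alternatives. Log2 fold changes are given as SF/SCL over LF/LCL, the sign of the paper's own tables, so that a negative value is higher in LF/LCL, and the pseudocount of 1 understates the change of genes with low counts. The 6 libraries can be divided into 3 and 3 in 10 ways, so the smallest p-value an exact test of a single measure can give is 0.1. Intervals and limits drawn from read counts cover counting error only, since the reads carried no molecular identifiers.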

Three biological replicates were analyzed for each group with the reads ranging from 63–80 million per sample after filtering (S1 Table). After using HTSeq-count, approximately ~60% of the total reads uniquely mapped to the UMD 3.1 reference genome and there were approximately 10% of not-uniquely mapped reads, 15% non-specifically mapped reads, and 15% unmapped reads. Only the uniquely mapped reads were considered in the analysis. As in the ampulla RNAseq, a multiphasic graph was obtained and gene expression values were categorized into three groups: high (≥ 1000 reads normalized or baseMean), medium (≥ 15 to 1000 baseMean), and low (< 15 baseMean) expressed genes. 

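The values list 24616 genes, of which 5476 had 0 reads in all 6 libraries. Taking the mean normalized count over the 6 libraries, 5983 genes (24.3%) had at least 1000, 8935 genes (36.3%) had at least 15 but under 1000, and 9698 genes (39.4%) had under 15. The change that moved these numbers most was to count only the 19140 genes with at least 1 read in some library, which left 4222 lowly expressed genes (22.1%) and the same number of genes in the other categories.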

There were 6,212 (28%) highly expressed genes, 8,935 (35.8%) medium expressed genes and 9,759 genes (36.2%) with low expression. There were 2,059 (12.9%) and 413 (2.5%) highly expressed genes in SF-SCL and LF-LCL, and 10,268 (41.7%) and 11,700 (47.5) % lowly expressed genes in SF-SCL and LF-LCL, respectively.

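With the mean taken within each group, 5820 genes (23.6%) in LF/LCL and 6075 genes (24.7%) in SF/SCL reached a normalized count of 1000. Below 15 lay 9764 genes in LF/LCL and 9765 genes in SF/SCL, 39.7% of the genes listed in each case. Leaving out each cow in turn, the number of genes that reached 1000 over the remaining libraries stayed between 5939 and 6013.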

After applying the variance and minimal value of baseMean filtering, a total of 15922 genes were included on the differential expression analysis (see MAplot on Fig 4B). 

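In the deposited values, 15922 genes had a mean above 5 over the 6 libraries, and 15387 of these also had a mean above their SD. The 535 genes with an SD at or above the mean were left out of the main fit. They could enter where another filter or no filter was tried as an alternative. Fits that left out a cow applied the filters anew to the remaining libraries.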

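Among the 15387 genes tested with limma, 0 had a Benjamini-Hochberg adjusted p-value under 0.05 between the 3 LF/LCL and the 3 SF/SCL cows, and the smallest adjusted p-value from limma with Benjamini-Hochberg adjustment was 0.351. At an unadjusted p-value under 0.05 there were 1333 genes, 689 higher in LF/LCL and 644 higher in SF/SCL. On the recovered reads, edgeR's quasi-likelihood test with TMM normalization also called 0 genes, with 1307 at an unadjusted p-value under 0.05, whereas the Wald test of DESeq2 called 409 genes, 206 higher in LF/LCL and 203 higher in SF/SCL. The spread within the SF/SCL group rested largely on cow 489215, as the median residual SD of the log2 values was 0.435 with all 6 libraries and 0.184 without it. Without cow 489215 limma called 2827 genes, 1227 higher in LF/LCL and 1600 higher in SF/SCL, while leaving out any other cow left 0. That fit sets cows 856 and 97 alone against LF/LCL, and tissue from nearer the ampulla may also part these cows from LF/LCL. Spearman's rho with the ampulla means of the paper's ampulla genes was 0.922 and 0.921 there, against 0.765 to 0.790 in LF/LCL. The same limit holds wherever genes are said to pass without cow 489215. The alternative that moved the count most was limma with array weights, which gave cow 489215 a weight of 0.0477 and called 4581 genes, although the estimate of the weights stopped before its convergence tolerance was met.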

A total of 590 out of the 15,922 analyzed genes showed differential expression, of which 274 and 316 were up-regulated in the isthmus of LF/LCL and SF/SCL samples, respectively. 

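S5 Table holds 590 genes, 274 higher in LF/LCL and 316 higher in SF/SCL, and each stands on a row of the deposited values. For 578 of them, the normalized counts of the 3 LF/LCL cows and of the 3 SF/SCL cows did not overlap, where chance gives 10% of genes. Over all 15387 genes tested the same was true of 2787 genes, or 18.1%. Of the 590 genes, 539 passed the filters, and all 539 had the direction of S5 Table. An unadjusted p-value under 0.05 from limma was reached by 537 of them, and the adjusted threshold by 0. The DESeq test that the paper used was not run here. DESeq2 called 408 of the genes of S5 Table, and limma without cow 489215 called 504, all in the direction of S5 Table. Across these genes, which are not independent replicates and were chosen by the study on the same libraries, the log2 fold changes of the deposited values and of S5 Table had a Pearson's r of 0.967.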

Differentially expressed genes, their respective Log2fold-changes and phenotype expression profiles averages are listed on the (S5 Table). 

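The distance between the libraries was measured on the log2 values of the genes that passed the filters, without choosing genes for their difference between the groups. The mean Euclidean distance between LF/LCL and SF/SCL cows exceeded the mean distance within the groups by 12.4 (exact permutation test over the 10 divisions of the cows, p = 0.1, two-sided, the smallest p-value possible). With 1 minus Spearman's correlation as the distance, the difference was 0.00456 (exact permutation test, p = 0.4). The LF/LCL cows lay close together, at a mean distance of 67.4 to 72.9 from their own group and of 114 to 120 from the SF/SCL group. Cow 489215 lay at a mean distance of 175 from the other SF/SCL cows and of 151 from the LF/LCL cows. Cows 856 and 97 were 68.8 apart, and because of cow 489215 their mean distance to their own group, 123 and 120, was also larger than that to the LF/LCL cows, 105 and 96.4. Without cow 489215 the mean distance between the groups exceeded that within them by 31.6, without SF/SCL cow 856 by 28.2 and without SF/SCL cow 97 by 30.9, and without LF/LCL cow 617, 79 or 527 it fell below that within them, with differences of -2.75, -6.70 and -6.25. In a principal component analysis of the same values, the first component held 57.5% of the variance and set cow 489215, at 123, apart from the other cows, at -50.4 to -0.119. The second component held 22.4% and parted the LF/LCL cows, at -40.7 to -26.0, from the SF/SCL cows, at 22.6 to 47.2.

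**Figure D1:**
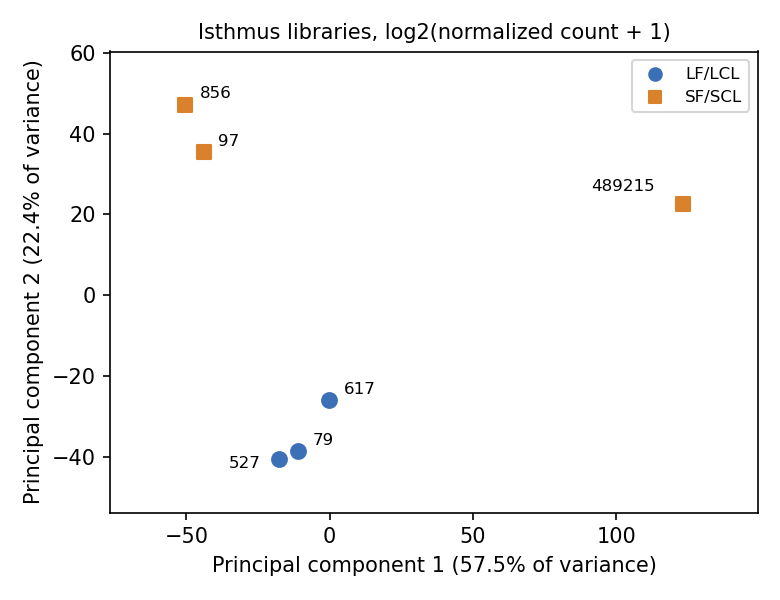
Principal components 1 and 2 of the 6 isthmus libraries, from log2(normalized count + 1) of 15387 genes, without units. Circles are LF/LCL cows and squares are SF/SCL cows, each marked with the cow's number; component 1 sets cow 489215 apart and component 2 parts the groups.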

Clustering analysis clearly separated the overall transcriptome signatures of the two groups indicating distinct tissue-specific characteristics of the expression profiles (Fig 5B). In addition, the reads sequences were deposited in the SRA (S3 Table), and the reads count was deposited in GEO under the same series accession number as that of the ampulla data. Validation of RNA-Seq data by qPCR was accomplished for 23 isthmus genes using an expanded number of animals (n = 7/group; S6 Table).

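The log2 fold changes of the 23 genes of S6 Table were computed from the 6 isthmus libraries without the filters and set beside the paper's qPCR values in the same cows. They had the direction of the qPCR values for 21 of the 23 genes, and for 18 when cow 489215 was left out of the RNA-seq values. The row set beside the qPCR of ANGPT4 carries the name ANGPTL4, so that pair, counted as the same direction, may join different genes. Across the genes, which are not independent replicates, Pearson's r was 0.791 (permutation test with 100000 resamples, two-sided, p = 0.00164, or 0.00328 after Benjamini-Hochberg adjustment over the pair of qPCR series) and Spearman's rho was 0.662 (permutation p = 0.0007). Without OVGP1 and HPSE, the genes farthest from the median log2 fold change, r was 0.643 (permutation test, p = 0.00236). With the paper's qPCR values of 14 cows, r was 0.233 (permutation test, p = 0.175, also after Benjamini-Hochberg adjustment), although 21 of the 23 genes still had the same direction. The OVGP1 difference rested on SF/SCL cows 856 and 97, with normalized counts of 271794 and 325158, while cow 489215 had 730 and the LF/LCL cows 287 to 1950. HPSE was higher in SF/SCL in the RNA-seq values (log2 fold change 1.36, and 2.49 without cow 489215) and lower in the paper's qPCR values. ESR1, the other gene with opposite directions, had a log2 fold change of -0.14, which was 1.08 without cow 489215. Of the 20 genes that passed the filters, 5 had an unadjusted p-value under 0.05 from limma and 0 an adjusted one. The count of genes past the adjusted threshold among the 23 was 8 without cow 489215.

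**Figure D2:**
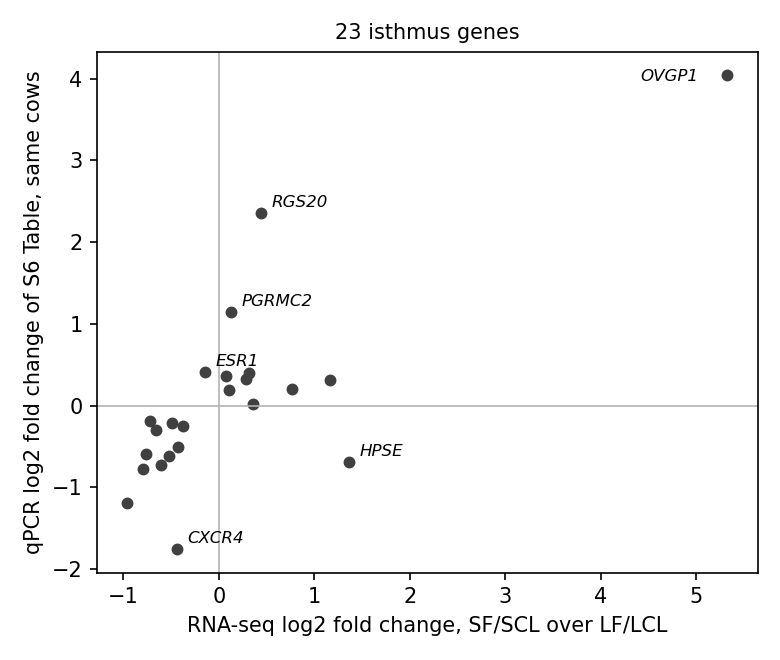
Log2 fold changes (SF/SCL over LF/LCL) of 23 isthmus genes from the RNA-seq values of 6 cows (x axis) against the paper's qPCR values of the same cows (y axis). Each point is a gene, and points in the lower left and upper right have the same direction in both; OVGP1 lies far from the rest.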

### Functional enrichment analysis of RNA-Seq results

Using the ampulla RNAseq data, 43 GO terms were enriched on the LF-LCL samples (S7 Table), while only 29 were enriched on SF-SCL samples (p-adjusted < 0.1; S8 Table). Likewise, using the isthmus RNAseq data, 96 and 26 GO terms were enriched in LF-LCL and SF-SCL groups, respectively (S9 and S10 Tables).

The clustering of GO terms with at least three common genes is presented in Table 4. Using these criteria, terms associated with immune cell activation, vacuole and lysosome, homeostasis, cytoskeleton and extracellular matrix (ECM), chemokine signaling, plasma lipoprotein, and GTP binding were presented in the LF-LCL ampulla. In the SF-SCL ampulla, terms associated with cell development, differentiation and motility, and voltage-gated channel activity were found. In the LF-LCL isthmus samples, terms related with cellular matrix, morphogenesis and cell proliferation, homeostasis, ion transport, and glycoprotein were founded; while in the SF-SCL isthmus samples, the enriched terms were protein kinase, apoptosis, protein folding, cellular metabolism, antigen processing and presentation, nucleotide biosynthetic process, and lipid biosynthetic process.

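Table 4 names 162 gene symbols for the isthmus, 100 for LF/LCL and 62 for SF/SCL, of which 158 were found among the deposited values under their own or a listed older name and 150 passed the filters. The enrichment of GO terms itself was not run again. All 150 genes had the direction of the group under which Table 4 lists them, with a mean log2 fold change of -1.27 for the 92 genes of LF/LCL and 0.88 for the 58 genes of SF/SCL. The normalized counts of the groups did not overlap for 149 of the 150, where chance gives 10%. In the limma fit 0 of these genes had an adjusted p-value under 0.05 over all genes tested, and all 150 had an unadjusted p-value under 0.05. All 150 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. Without cow 489215, 141 passed over all genes tested. By process, the mean log2 fold change was -1.31 for cellular matrix (38 genes), -1.42 for homeostasis (9 genes), -1.29 for ion transport (53 genes) and -1.32 for glycoprotein (45 genes) in LF/LCL. In SF/SCL it was 0.98 for protein kinase (4 genes), 0.70 for protein folding (7 genes), 1.05 for cellular metabolism (11 genes), 0.90 for antigen processing and presentation (8 genes), 0.80 for nucleotide biosynthetic process (8 genes) and 0.93 for lipid biosynthetic process (23 genes). Many genes stand under several processes.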

**Table 4:** Group of the repeated GO terms in enriched processes. Using the gene enrichment data, similar GO terms were grouped when having 3 or more common genes.

Region and Group	Enriched process	Genes
Ampulla LF/LCL	Immune cell activation	*BCL10*, *CD3E*, *CENPF*, *IL2RG*, *SASH3*
	Vacuole and lysosome	*ACP2*, *BCL10*, *GJA1*, *CTSS*, *PRDX6*, *C1orf85*, *FUCA1*, *CTSZ*, *GBA*
	Homeostasis	*MT3*, *GLRX5*, *PRDX6*, *NXN*, *NAB2*, *CAV1*, *SELT*, *PLN*, *SH3BGRL3*, *CD52*
	Cytoskeleton and extracellular matrix	*PFN1*, *MAPT*, *ARPC4*, *MYH7*, *PDLIM7*, *ACTB*, *PBXIP1*, *CTNNA1*, *ACTR2*, *CDC42SE1*, *ACTN1*, *S100A8*, *FGA*, *TWSG1*, *LOXL1*, *LAMA4*, Uncharacterized protein (ENSBTAG00000009703), *ELMO1*, *PLS3*, *CTNNA1*, *VCL*, *FIGF*, *MMP23B*, *LGALS1*, *SPOCK1*, *LCAT*, *LOXL1*, *ANGPTL1*
	Chemokine signaling	*VAV1*, *GNAI2*, *CLDN4*, *ACTB*, *CTNNA1*, *PLCG1*, *CXCR4*, *VCL*, *ACTN1*, *ELMO1*, *PAK1*, *GNG11*, *GNG10*, *CXCL10*, *CXCL14*
	Plasma lipoprotein	*LCAT*, *SAA3*, *SAA1*
	GTP binding	*GNAI2*, *RIT1*, *SEPT11*, *GEM*, *MRAS*, *RASEF*, Uncharacterized protein (ENSBTAG00000037510), *GIMAP7*, *GBP4*, *TUBA1B*, *RASL11B*
Ampulla SF/SCL	Cell development, differentiation and motility	*PAX6*, *ABI2*, *EDNRB*, *IL16*, *EFNA5*, *KDR*, *TGFB2*, *EFNB1*, *GATA6*, *VEZF1*
	Voltage-gated channel activity	*KCNRG*, *KCTD1*,*KCNJ11*, *CACNB2*, *KCNQ4*, *KCNA5*, *KCNAB1*, *SLC4A4*, *SLC38A11*, *SCO2*, *LASP1*
	Ephrin receptor binding	*EFNB1*, *TIAM1*
	Adherens junction	*CTNNA2*, *ABI2*, *CXADR*, *LASP1*
Isthmus LF/LCL	Cellular matrix	*H18*, *E-CADHERIN*, *CDH19*, *FN1*, *CCDC80*, *VCAN*, *BMP4*, *COL1A1*, *COL3A1*, *COL4A1*, *LUM*, *EPDR1*, *AGT*, *MGC142792*, *PI16*, *COLEC12*, *CHRNA1*, *MMP14*, *SV2A*, *LOX*, *ADAMTS2*, *ITGA11*, *DSG3*, *COL18A1*, *LAMC1*, *FBLN1*, *COL4A6*, *COL4A2*, *COL6A2*, *COL8A1*, *C1QTNF3*, *COL5A3*, *ASPN*, *ADAMTS4*, *IGF-I*, *SMOC2*, *MMP24*, *LTBP1*, *PCD*, *NGFR*, *ADAM23*
	Morphogenesis and cell proliferation	*MMP14*, *AGT*, *IGF-I*, *BMP4*, *ADAMTS2*,*LOX*, *HNF1A*, *COL1A1*, *NGFRCOL8A1*, *PDGFD*, *C-MET*,*BMI1*, *NGFR*, *F2R*, *IL1B*, *KCNMA1*, *E-CADHERIN*, *FOXL2*, *C-MET*
	Homeostasis	*F2R*, *SELV*, *HNF1A*, *CHRNA1*, *KCNMA1*, *TF*, *SV2A*, *IGF-I*, *CACNA1G*, *ITPR1*
	Ion transport	*CAPN11*, *LTBP2*, *EPDR1*, *LTBP1*, *NPNT*, *DSG3*, *MMP14*, *CDH19*, *MMP24*, *FKBP9*, *FKBP10*, *FBLN7*, *MYLK*, *E-CADHERIN*, *VCAN*, *ITPR1*, *FBLN1*, *CAPN1*, *PCDH18*, *KCNMA1*, *ACTN3*, *PLCB1*, *SMOC2*, *C1S*, *PLCL1*, *COLEC12*, *F2R*, *GRIN2D*, *P2RX3*, *ATP2B3*, *CACNA1G*, *CHRNA3*, *GABRA1*, *CHRNA1*, *CLCN4*, *CLIC4*, *GRIA3*, *KCNA4*, *TF*, *MOCOS*, *PLOD1*, *MGC142792*, *RGNEF*, *ADAMTS4*, *BNC1*, *ENPP1*, *BMI1*, *CLIC4*, *NMNAT1*, *TRIM9*, *JAZF1*, *PKLR*, *PPM1L*, *ADAM23*, *ADAMTS2*, *LOX*, *RORB*, *SLC12A2*
	Glycoprotein	*TFPI2*, *PLOD1*, *TF*, *ADAMTS4*, *LTBP2*, *KCNA4*, *PROCR*, *EPDR1*, *CHRNA3*, *GABRA1*, *GPM6A*, *PI16*, *SV2A*, *C7*, *FN1*, *LRRC8C*, *HYAL1*, *FKBP9*, *FKBP10*, *E-CADHERIN*, *VCAN*, *EDNRA*, *ASPN*, *COL3A1*, *C-MET*, *F2R*, *PCDH18*, *COL1A1*, *ACPP*, *CHRNA1*, *ADAMTS2*, *PTGDR*, *C1S*, *LOX*, *COLEC12*, *ANGPTL1*, *COL4A1*, *LUM*, *BMP4*, *MYOC*, *IL1B*, *CST9L*, *SRPX2*, *COL4A2*, *IGF-I*, *COL1A1*, *CHRNA3*, *KCNMA1*, *AGT*
Isthmus SF/SCL	Protein kinase	*ROPN1*, *SPA17*, *ROPN1L*, *CABYR*
	Apoptosis	*TMBIM6*, *BNIPL*, *WDR92*, *CLU*, *TNS4*, *ITM2B*, *CASP8*, *CASP13*, *IFI6*
	Protein folding	*HSPA8*, *DNAJB1*, *HSPH1OSGEP*, *MME*, *PRDX6*, *RNF114*, *CBLC*
	Cellular metabolism	*GGT6*, *GSTK1*, *MGST1*, *MGST2*, *VNN1*, *BLVRA*, *NADSYN1*, *HS3ST5*, *SLC1A3*, *PCYOX1L*, *QSOX1*
	Antigen processing and presentation	*HSPA8*, *BOLA*, *HSPA1A*, *HSP90AA1*, *IFI30*, *HLA-DMB*, *FCGRT*, *AZGP1*
	Nucleotide biosynthetic process	*GUCY1B1*, *HPRT1*, *ATP5F1*, *ATP5S*, *ADSS*, Uncharacterized protein (ENSBTAG00000005217), *GUCY2C*, *NADSYN1*
	Lipid biosynthetic process	*ALG10*, *THG1L*, *TPST2*, *MBOAT7*, *HPRT1*, *MGST1*, Uncharacterized protein (Uncharacterized protein (ENSBTAG00000005217), *CEPT1*, *OAT*, *MGST2*, *GGT6*, *GSTK1*, *CKMT1*, *PIGW*, *B3GNT8*, *DDR1*, *MAPK13*, *HS3ST5*, *ACAA2*, *CPT1B*, *PAK1*, *LPCAT4*, *AS3MT*, *ACAA2*

It is noteworthy that both regions in the LF-LCL group had enriched ECM and homeostasis GO terms. The ECM is composed of fibrous collagen and non-collagen proteins (glycoproteins and proteoglycans), which bind to proteins on cell surface promoting a variety of cellular responses including survival, proliferation, adhesion, and migration [49, 50]. In the present study, both oviduct regions of the LF-LCL group showed enrichment of the ECM pathways. This includes increased (P adjust ˂ 0.05; log2 fold change ranging from -1.64 to 0.375) expression of ECM constituent genes such as collagens (*COL1A1*, *COL3A1*, *COL4A1*, *COL4A6*, *COL4A2*, *COL6A2*, *COL8A1*, *COL5A3*), versican (*VCAN*), actin beta (*ACTB*), actinin alpha 1 (*ACTN1*), integrin alpha 11 (*ITGA11*), fibronectin 1 (*FN1*), and vinculin (*VCL*). It also includes remodeling enzymes such as Matrix metalloproteinases (*MMP14*, *MMP24*), ADAM Metallopeptidase Domain 23 (*ADAM23*), ADAM metallopeptidase with thrombospondin type 1 motif 2 (*ADAMTS2*) and motif 4 (*ADAMTS4*), desmoglein 3 (*DSG3*), lysyl oxidase (*LOX*), profilin 1 (*PFN1*), and fibrinogen alpha chain (*FGA*). This suggests that in those animals an active process of ECM remodeling was occurring [49].

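The deposited isthmus values hold 15 rows for these genes, because ACTB stands under a pair of Ensembl identifiers (ENSBTAG00000015441 and ENSBTAG00000026199) between which reads could have been divided. Table 4 lists the collagens, VCAN, ITGA11 and FN1 for the isthmus of LF/LCL, and ACTB, ACTN1 and VCL for the ampulla. For the 11 isthmus genes the normalized counts of the groups did not overlap, which chance gives in either direction for 10% of genes not chosen on these libraries as these were by the study, and all 11 were higher in LF/LCL, with log2 fold changes from -1.88 for ITGA11 to -0.77 for COL6A2. COL4A2 (ENSBTAG00000025210) had a normalized count of 17563 ± 1236 (SD, n = 3) in LF/LCL and 6746 ± 414 (SD, n = 3) in SF/SCL. Its log2 fold change was -1.38 (standard error 0.17, adjusted p = 0.351 from limma with Benjamini-Hochberg adjustment). VCAN had 2571 ± 717 and 841 ± 49.2 (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.24). COL1A1 (ENSBTAG00000013103) had 93788 ± 8426 and 43055 ± 9929 (SD, n = 3 each), a log2 fold change of -1.14 (standard error 0.25, adjusted p = 0.367 from limma with Benjamini-Hochberg adjustment). ITGA11 (ENSBTAG00000008380) had 305 ± 57.1 and 89.0 ± 42.7 (SD, n = 3 each). All 11 had an unadjusted p-value under 0.05 and 0 passed the adjusted threshold, whereas 10 passed with DESeq2. Without cow 489215, 14 of the 15 rows passed, all but COL4A6. For the genes that Table 4 lists for the ampulla, the counts of the groups overlapped in the isthmus. VCL had 32916 ± 3096 and 25671 ± 14222 (SD, n = 3 each), and its log2 fold change of -0.49 was -0.91 without cow 489215, whose count of 41925 was above those of the LF/LCL cows. ACTN1 had a log2 fold change of -0.50, which was -0.95 without that cow. The ACTB rows had log2 fold changes of -0.92 and -0.01, which were -1.77 and -0.63 without it, and in the DESeq2 fit the second was 0.28.

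**Figure D3:**
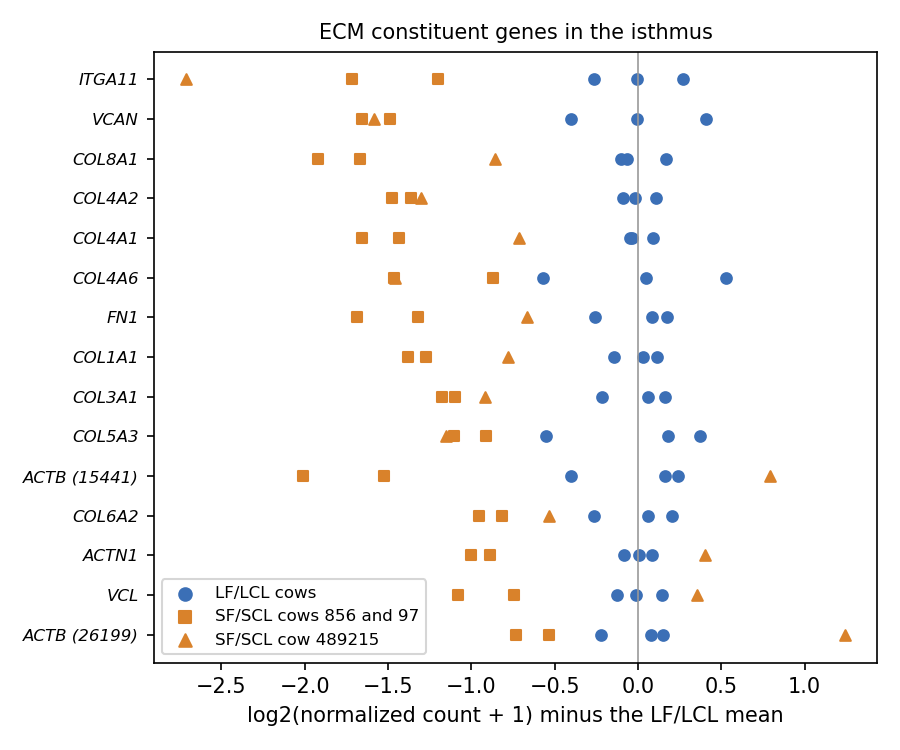
Log2(normalized count + 1) of the ECM constituent genes in the isthmus of each cow, minus the mean of the LF/LCL cows of the same gene. Circles are LF/LCL cows, squares SF/SCL cows 856 and 97, and triangles SF/SCL cow 489215, which lies above the LF/LCL cows for ACTB, ACTN1 and VCL; numbers after ACTB are the last digits of its identifiers.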

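Of these genes, Table 4 lists PFN1 and FGA for the ampulla and the others for the isthmus. The 7 isthmus genes were higher in LF/LCL without overlap of the normalized counts, where chance gives overlap-free groups in either direction for 10% of genes, although the study chose these 7 on the same libraries. All 7 had an unadjusted p-value under 0.05, with 0 past the adjusted threshold. DSG3 (ENSBTAG00000039483) had a normalized count of 118 ± 51.4 (SD, n = 3) in LF/LCL and 21.4 ± 10.6 (SD, n = 3) in SF/SCL. The log2 fold change of DSG3 was -2.46 (standard error 0.58, adjusted p = 0.381 from limma with Benjamini-Hochberg adjustment). MMP24 (ENSBTAG00000010024) had 45.5 ± 6.23 and 9.27 ± 5.74 (SD, n = 3 each), a log2 fold change of -2.40 that was -1.77 without cow 489215, in which its count was 2.66. MMP14 (ENSBTAG00000014824) had 5536 ± 583 and 2445 ± 758 (SD, n = 3 each), a log2 fold change of -1.23. The log2 fold change was -1.47 for ADAM23, -1.36 for ADAMTS4, -1.18 for ADAMTS2 and -1.10 for LOX. Without cow 489215, all 8 genes in the fit passed the adjusted threshold, PFN1 included. PFN1 had a log2 fold change of -0.23, which was -0.98 without that cow and 0.17 with DESeq2. FGA is listed at 0 in each library, which allows up to 3 reads per library.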

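To look beyond the named genes, every collagen gene and every gene of the MMP, ADAM and ADAMTS families that passed the filters was taken by its symbol and tested as a list with camera from limma, with a preset correlation between genes of 0.01. Of the 39 collagen genes, 36 were higher in LF/LCL, and their mean log2 fold change was -1.08 (adjusted p = 2.07e-18 from camera with Benjamini-Hochberg adjustment over 13 lists). The mean stayed between -1.17 and -0.98 when each cow was left out in turn. An unadjusted p-value under 0.05 was reached by 22 collagen genes, and 20 passed when adjusted over the list alone, against 0 over all genes tested. S5 Table holds 14 of the 39. Of the 41 MMP, ADAM and ADAMTS genes, 37 were higher in LF/LCL, with a mean of -0.78 (adjusted p = 1.91e-09 from camera with Benjamini-Hochberg adjustment), which was -0.49 without cow 489215. Among them 11 had an unadjusted p-value under 0.05, 3 passed when adjusted over the list alone and 0 over all genes, and 5 are in S5 Table. Of the 9 lists past the threshold with the preset correlation, the collagens alone also passed with fry (adjusted p = 0.00647 from fry with Benjamini-Hochberg adjustment) and with camera's estimated correlation (adjusted p = 0.0293 from camera with Benjamini-Hochberg adjustment). For the collagens list, mean log2 fold change stayed below 0 under all alternatives tried, and the adjusted p-value from camera or fry with Benjamini-Hochberg adjustment ran from 4.27e-20 to 0.0293. From the higher expression of both matrix constituents and remodeling enzymes in the LF/LCL oviduct, the paper proposes that the matrix of these animals was being actively remodeled. A larger share of stroma in the LF/LCL samples cannot be told apart from such a change, since fibroblast (-0.62) and smooth muscle (-0.59) lists were also higher there. The collagens differed from the fibroblast list by -0.46, and by -0.25 without cow 489215. From the smooth muscle list they differed by -0.49, and by -0.08 without that cow.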

Homeostasis is the process by which cells maintain the optimal internal conditions to support their correct function. Both regions of the LF-LCL group have enriched expression of genes associated with homeostatic processes (P adjust ˂ 0.05; log2 fold change ranging from -1.97 to 0.-7225). Enriched genes are involved in the control of important cell processes such as Redox systems {peroxiredoxin 6 (*PRDX6*), nucleoredoxin (*NXN*), selenoprotein V (*SELV*), and selenoprotein T (*SELT*)}, Ca and K transport {potassium large conductance calcium-activated channel subfamily M alpha member 1 (*KCNMA1*), calcium channel, voltage-dependent, T type, alpha 1G subunit (*CACNA1G*), and inositol 1,4,5-trisphosphate receptor, type 1 (*ITPR1*)}, iron binding, and transport {transferrin (*TF*)}. These findings could indicate that such homeostatic processes are more prevalent in animals manipulated to ovulate larger follicles.

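Table 4 lists PRDX6, NXN and SELT under homeostasis in the LF/LCL ampulla and the other genes under homeostasis in the LF/LCL isthmus, while PRDX6 also stands under protein folding in the SF/SCL isthmus. In the isthmus, KCNMA1 (ENSBTAG00000013300) had a normalized count of 6353 ± 413 (SD, n = 3) in LF/LCL and 3146 ± 577 (SD, n = 3) in SF/SCL. Its log2 fold change was -1.03 (standard error 0.20, adjusted p = 0.367 from limma with Benjamini-Hochberg adjustment). ITPR1 and CACNA1G had log2 fold changes of -0.75 and -0.61. SELV (ENSBTAG00000010501) had 31.2 ± 9.94 and 8.84 ± 0.956 (SD, n = 3 each), a log2 fold change of -1.66. PRDX6 (ENSBTAG00000004855) was higher in SF/SCL, with 13127 ± 423 in LF/LCL and 21942 ± 1400 in SF/SCL (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.17, adjusted p = 0.381 from limma with Benjamini-Hochberg adjustment). For these 5 genes every cow of the higher group lay above every cow of the lower one, where chance gives 10%, but the study had called all 5 on these libraries. The counts of NXN and SELT overlapped between the groups. NXN had a log2 fold change of 0.03, which was -0.25 without cow 489215 and -0.04 without LF/LCL cow 527. SELT had a log2 fold change of 0.15, which was -0.02 without cow 489215. With TF, 8 genes are named here, of which 6 had an unadjusted p-value under 0.05 and 0 passed the adjusted threshold, against 5 without cow 489215.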

Additionally, when comparing the two group’s isthmus region, it is noteworthy that the LF-LCL isthmus is apparently signaling for cellular proliferation, while the SF-SCL isthmus tissue is signaling for apoptosis. 

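Lists of genes for cell division and cell death, written from general knowledge, were tested over the isthmus libraries in the same way as the matrix families. The mean log2 fold change of 28 genes of the mitotic cell cycle was 0.07 (adjusted p = 0.553 from camera with Benjamini-Hochberg adjustment), with 16 genes higher in SF/SCL and 12 in LF/LCL. With each cow left out in turn the mean ran from -0.18 without cow 489215 to 0.34 without SF/SCL cow 97, where the list passed the threshold. The 7 caspase genes that passed the filters had a mean of 0.08 (adjusted p = 0.315 from camera with Benjamini-Hochberg adjustment), with 4 higher in SF/SCL, and ran from 0.0055 without SF/SCL cow 856 to 0.19 without cow 489215. Of these 7, 2 are genes of S5 Table. For 15 genes of the pro-apoptotic BCL2 family and the death receptors the mean was -0.00198 (adjusted p = 0.553 from camera with Benjamini-Hochberg adjustment), with 8 higher in SF/SCL, and it ran from -0.091 without cow 856 to 0.12 without cow 489215. Adjusted over the list alone, 1 caspase gene and 0 genes of each of the other lists passed. At an unadjusted p-value under 0.05 there were 2 caspase genes, 0 mitotic genes and 1 gene of the pro-apoptotic list.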

In the LF-LCL animals, important proliferating genes were up-regulated {insulin-like growth factor 1 (*IGF1*) and bone morphogenetic protein 4 (*BMP4*)}, while in the SF/SCL isthmus, pro-apoptotic genes were up-regulated [caspase 8 (*CASP8*) and 13 (*CASP13*)].

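IGF1, which the deposited values name IGF-I (ENSBTAG00000011082), had a normalized count of 1806 ± 444 (SD, n = 3) in LF/LCL and 748 ± 217 (SD, n = 3) in SF/SCL. Its log2 fold change was -1.28 (standard error 0.31, adjusted p = 0.381 from limma with Benjamini-Hochberg adjustment). BMP4 (ENSBTAG00000003835) had 670.4 ± 116 and 399 ± 49.2 (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.23). CASP8 (ENSBTAG00000015718) had 1182 ± 110.3 in LF/LCL and 1688 ± 79.8 in SF/SCL (SD, n = 3 each). The log2 fold change of CASP8 was 0.52 (standard error 0.17, adjusted p = 0.457 from limma with Benjamini-Hochberg adjustment). CASP13 (ENSBTAG00000020884) had 939 ± 34.8 and 1604 ± 106 (SD, n = 3 each), a log2 fold change of 0.77 (standard error 0.16). For all 4 genes the counts of the groups did not overlap and the unadjusted p-value was under 0.05, where chance gives no overlap for 10% of genes not chosen on these libraries, as these 4 were by the study. Without cow 489215, all 4 passed the adjusted threshold, and with DESeq2 on all 6 libraries IGF-I and CASP13 passed it and BMP4 and CASP8 did not.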

### Treatment and region effects on the expression of candidate genes

The effects of group and region on the expression of candidate genes were analyzed (Table 2) using 7 animals per group. Genes were selected from functional categories of interest. There was no interaction (Group * Region) effect on the expression of any of the 15 genes studied. CXCR4, HPSE, PDGF and RGS20 were more expressed in LF-LCL group and in the ampulla, while C-MET, TGFB3 and VCL were more expressed in the LF-LCL group and in the isthmus. EDN1 was more expressed in the SF-SCL group and in the isthmus.

*OVGP1* and *HSP1A* were more expressed in the ampulla while *ANGPT4 and TGFBR2* were more expressed in the isthmus.

Finally, there was no region or treatment effect on the expression of genes involved in cell proliferation pathway (*CTGF*, *TGFB2*, *TGFBR1* and *PCNA*), one extracellular matrix gene (*CADM3*), one angiogenic gene (*ANGPT2*) and the *CTSS* gene.

## Discussion

The oviduct provides the environment for oocyte transport, fertilization, and early embryonic development. Function of the oviduct is primarily regulated by periovulatory sex steroids hormones [17]. Timing and magnitude of changes in sex steroids concentrations around ovulation are associated with reproductive tract receptivity to the embryo and, ultimately, fertility. However, information about the cellular and molecular needs of the oviductal tissue in the early post ovulation period is lacking. Thus, the hypothesis was that the oviductal transcriptome around D4 post-ovulation is regulated by the endocrine profile in such a way that it fulfills the needs of the early developing embryo. We aimed to determine the influence of different periovulatory endocrine milieus on the ampulla and isthmus transcriptome. Using a P4/E2 based protocol to synchronize ovulations, we manipulated Nelore cows to ovulate small (SF-SCL) or large (LF-LCL) follicles that resulted in different proestrus E2 and metestrus P4 concentrations. On D4, animals were slaughtered and oviduct was collected and studied for the effect of different periovulatory endocrine milieus on gene expression. Our study was the first to identify molecular pathways using RNAseq technology in oviductal samples on D4 and in response to distinct periovulatory endocrine profiles.

In this study, we showed clearly that the oviductal transcriptome is under sex-steroid control. However, an added step of complexity is the auto-regulatory effects of E2 and P4 on their receptors. Regulation was apparently both at the transcript and protein levels, which were not coupled. The results presented herein are in line with previous data showing that PGR and ERa expression can be up-regulated in response to an E2 stimulus, which is mediated by complex transcription and translation mechanism [51, 52]. Using an in vitro rat endometrial cell culture system, it was demonstrated that after an initial E2 stimulus, *PGR* mRNA accumulation was detected after 6 h and continued to accumulate until 18 h. Remarkably, this slow and gradual *PGR* transcription rate did not parallel binding of E2 to ER, which was maximized within 30 min [51]. Furthermore, results from in vivo experiments indicated that oviductal *ESR1* and *PGR* mRNA levels increased around estrus, but increases in abundance of ERa and PGR protein were only detected in the early luteal phase [11]. An integrated interpretation of the steroid / steroid receptor protein changes reported here is that there was a prominent P4 signaling to the oviduct of cows in the LF-LCL group. It is tempting to speculate that at least part of the transcriptome changes associated with the treatment groups were due to such differences in signaling.

It is important to remember that our experimental model cannot assess the possible effects of the presence of sperm or a developing embryo on the oviductal gene expression. Others have reported that these structures could modulate the gene expression of oviductal epithelial cells [5, 53]. Therefore, future studies should be performed to assess whether cows ovulating follicles of different sizes, respond differently to the stimuli caused by sperm cells and embryos.

To gain insight on the functional role of molecular and cellular changes induced by treatments in the oviductal tissues, we took a two-pronged approach. First, we employed transcriptomics and bioinformatics tools to define the pathways and processes most significantly affected between groups and regions. Second, we studied the expression of genes selected from the literature because of their known roles on oviduct function. Regarding the first approach, enrichment analysis successfully separated the two treatment groups in the context of particular oviduct regions. Among the many enriched processes and pathways detected, we will highlight ECM remodeling and cellular homeostasis because they were commonly enriched processes between isthmus and ampulla of LF-LCL animals, and cell proliferation and apoptosis because they were opposite processes when comparing the isthmus between groups.

The ECM interacts with cells in order to both provide mechanical support and molecular signals necessary for the regulation of many processes vital to the cell, such as adhesion and migration [54], proliferation [55], angiogenesis [49], among others. The ECM comprised of collagen fibers, viscous proteoglycans and adhesive extracellular proteins, which bind proteoglycans, collagen fibers and receptors in the cell surface [50, 56]. The ECM is under constant remodeling, as cells constantly degrade and resynthesize the ECM components to promote rapid changes in the microenvironment [49]. All the ECM protein components are subject to degradation and modification, and there are two families of metalloproteinases, including matrix metalloproteinase (MMP) and a disintegrin and metalloproteinase with thrombospondin motifs (ADAMTS). Both are specialized in degrading the ECM [57, 58]. At the beginning of the remodeling process, there is an up-regulation in the expression of genes that code for both ECM constituents and ECM remodeling enzymes [57, 58]. In the present study, both oviduct regions of the LF-LCL showed enrichment in the expression of genes related to ECM remodeling pathways, including increased expression of matrix component genes (e.g., collagens) and remodeling enzymes (e.g., MMPs and ADAMs). Also, when the *HPSE* gene was evaluated by qPCR, it was more expressed in the LF-LCL groups. Matrix reorganization is closely associated with tissue morphogenesis and cell proliferation. Both of these processes are enriched in the LF-LCL isthmus based on the expression of *MMPs*, *ADAMS*, and *IGF1* for morphogenesis, and *BMP4*, *NGFR*, *BMI1*, and *C-MET* for cell proliferation. 

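Beside IGF-I and BMP4, the other proliferation genes named here were higher in the LF/LCL isthmus, and their counts did not overlap between the groups, which chance gives in either direction for 10% of genes, but the study had called these 3 on the same libraries. NGFR (ENSBTAG00000020979) had a normalized count of 87.5 ± 30.7 (SD, n = 3) in LF/LCL and 30.7 ± 4.97 (SD, n = 3) in SF/SCL, a log2 fold change of -1.44 (standard error 0.39, adjusted p = 0.405 from limma with Benjamini-Hochberg adjustment). C-MET, which the deposited values name MET (ENSBTAG00000006161), had 1724 ± 27.2 and 1021 ± 94.4 (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.17). BMI1 (ENSBTAG00000015584) had 696 ± 69.7 and 459 ± 17.0 (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.19). Each of the 3 had an unadjusted p-value under 0.05 from limma and passed its adjusted threshold when cow 489215 was left out, and NGFR and MET also passed that of DESeq2 with all 6 libraries.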

Regarding proliferation, it is noteworthy that remodeling uncouples a variety of growth factors linked to specific ECM proteins. For example, IGF1, FIGF, FGF, and VEGF are uncoupled from the ECM during tissue injury in order to promote healing [57, 59]. In addition to the potential of increasing available growth factors via increased remodeling, transcript abundance of *IGF1* and *FIGF* are both up-regulated in the LF-LCL ampulla and isthmus, respectively. 

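FIGF (ENSBTAG00000009476) had a normalized count of 106 ± 33.0 (SD, n = 3) in the LF/LCL isthmus and 189 ± 40.2 (SD, n = 3) in the SF/SCL isthmus. The counts of the groups did not overlap, which chance gives in either direction for 10% of genes, and the log2 fold change was 0.85 (standard error 0.36, adjusted p = 0.591 from limma with Benjamini-Hochberg adjustment). When each cow was left out in turn it stayed between 0.57 and 1.03. Table 4 lists FIGF for the LF/LCL ampulla and IGF-I for the LF/LCL isthmus.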

In the oviduct, synthesis and secretion of these growth factors could result in increased availability in the lumen for stimulation of embryo growth and development [37]. Indeed, addition of these factors in vitro improved embryo production [60, 61].

We speculate that higher fertility associated with the LF-LCL cows could be at least partly explained by a favorable oviductal environment that results from a balanced array of growth factors. However, more studies must be conducted in order to establish if there is agreement between transcript and protein changes associate with the LF-LCL animals, and, if an active ECM remodeling process is going on, as indicated by transcript abundance changes.

The homeostatic processes enriched in the ampulla and isthmus of animals in the LF-LCL group include genes controlling cell-Redox systems (e.g., *PRDX6*, *NXN*, *SELV*, and *SELT*), Ca and K transport (*KCNMA*, *CACNA1G*, *ITPR1*), and iron binding and transport (*TF*). Proteins with antioxidant properties reduce cellular peroxides and protect cells from reactive oxygen species-mediated damage and death. For example, the overexpression of *PRDX6* gene in *HEPA1-6* cells was associated with resistance to peroxide-induced cell death [62]. Also, the presence of reactive oxygen species in vitro could decrease the fertilization and embryo development [63]. It is possible that a more adequate redox environment in the LF-LCL group prevents embryo cellular damage and cell death. Indeed, work from our group suggests that similar redox characteristics were associated with the uterine environment on D7, comparing LF-LCL and SF-SCL cows [64].

The net result of the up-regulation of ion transporter genes could be an increase in Ca^2+^ influx at the cell level. Ca^2+^ is a universal second messenger and is involved in many cellular processes including cell proliferation, migration, and secretion. It has been long known that the influx of external Ca^2+^ into the cell is needed to induce cell proliferation and cell cycle progression in mammalian cells [65]. These results are consistent with the effects expected for ECM remodeling mentioned above. Indeed, cellular process of apoptosis and proliferation are components of growth regulation in normal epithelia [66]. 

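In the isthmus, the 17 genes of Table 4 that passed the filters under morphogenesis and cell proliferation had a mean log2 fold change of -1.14. Of the 9 genes under apoptosis, 6 passed the filters, and their mean log2 fold change was 0.70. All 17 and all 6 had the direction of the group under which Table 4 lists them, and their counts did not overlap between the groups. The study chose these genes on the same libraries, which fixes much of this beforehand, so that the 10% of genes that chance gives is not their baseline. The adjusted threshold of limma was passed by 0 of these genes with all 6 libraries, with an unadjusted p-value under 0.05 for all of them, and by 14 and 6 of them without cow 489215.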

Here, we reported that cows in the LF-LCL showed increased abundance of genes related to proliferation, while, in contrast, genes related to apoptotic signaling were more abundant in tissues from SF-SCL group. Another important role of increased Ca^2+^ and K signaling is smooth muscle contraction and this may be important for embryo transport to the uterus on D4 after estrus.

One final aspect that deserves attention is oviductal secretions. 

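Transferrin (TF, ENSBTAG00000007273) had a normalized count of 153 ± 11.3 (SD, n = 3) in the LF/LCL isthmus and 34.2 ± 2.71 (SD, n = 3) in the SF/SCL isthmus. Its log2 fold change was -2.13 (standard error 0.30, adjusted p = 0.351 from limma with Benjamini-Hochberg adjustment), and the counts of the groups did not overlap, which chance gives in either direction for 10% of genes not chosen on these libraries as TF was by the study. When each cow was left out in turn it stayed between -2.20 and -2.09. The adjusted p-value was 2.27e-10 with DESeq2 and 0.00402 from limma without cow 489215, and over all the alternatives with Benjamini-Hochberg adjustment in limma, edgeR and DESeq2 it ran from 1.32e-10 to 0.999.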

In that regard, animals of the LF-LCL group showed up-regulation of TF. TF is a protein that binds iron for transport into the cells and also serves as a detoxifying agent, by sequestering metals from the medium. TF has been used in order to improve blastocyst yield of serum-free culture systems [67, 68] and has been directly associated with endometrial embryo nutrition because it functions as an iron transporter to the lumen and ultimately to the conceptus [69, 70].

In summary, our study identified, for the first time, a series of functional characteristics of the oviduct that are regulated by the periovulatory sex steroid milieu and that potentially affect early embryo development and, ultimately, fertility. Characteristics include tissue morphology changes (e.g., ECM remodeling), cellular changes (e.g., proliferation and apoptosis), and secretion changes (e.g., growth factors, ions, and metal transport). Future studies are warranted to investigate specific pathways in detail. In conclusion, differences in the periovulatory sex steroid milieu lead to different oviductal gene expression profiles that could modify the oviductal environment and affect embryo survival and development.

## Supporting Information

S1 Fig Localization of PGR in the bovine oviduct by immunohistochemistry: images of PGR immunohistochemical localization in the ampulla and the isthmus of LF/LCL and SF/SCL animals at Day 4 of the estrus cycle. In each column, ampulla and isthmus samples from individual animals of the LF-LCL and SF-SCL groups are shown. Original magnification 20x, Scale bar 100 μm (n = 5 per group).
(PDF) Click here for additional data file.

S2 Fig Localization of ERalpha in the bovine oviduct by immunohistochemistry: images of ERalpha immunohistochemical localization in the ampulla and the isthmus of LF/LCL and SF/SCL animals at Day 4 of the estrus cycle. In each column, ampulla and isthmus samples from individual animals of the LF-LCL and SF-SCL groups are shown. Original magnification 20x, Scale bar 100 μm (n = 5 per group).
(PDF) Click here for additional data file.

S1 Table N raw reads, N reads post filtering, Mapped reads, uniquely mapped reads and percentage of mapped reads obtained in the RNAseq of ampulla and isthmus samples. (DOCX) Click here for additional data file.

S2 Table Differentially expressed genes in ampulla samples (n = 5; p-adjusted < 0.1), respective expression profiles and Log2fold-changes for both treatments, LF/LCL and SF/SCL. (DOCX) Click here for additional data file.

S3 Table Bio-project, Bio-sample, Experiment and Run accession numbers of the Raw reads resulted from the RNAseq of ampulla and isthmus samples in the SRA data base. (DOCX) Click here for additional data file.

S4 Table log2 Fold change and P value of ampulla gene expression in LF/LCL and SF/SCL animals. **Validation of RNAseq gene expression data by qPCR.** qPCR data was analyzed using the same RNAseq animals (n = 5) and using 7 animals for each group (n = 14).
(DOCX) Click here for additional data file.

S5 Table Differentially expressed genes in isthmus samples (n = 6; p-adjusted < 0.1). Respective expression profiles and Log2fold-changes for both treatments LF/LCL and SF/SCL. (DOCX) Click here for additional data file.

S6 Table log2 Fold change and P value of isthmus gene expression in LF/LCL and SF/SCL animals. Validation of RNAseq gene expression data by qPCR. qPCR data was analyzed using the same RNAseq animals (n = 6) and using 7 animals for each group (n = 14).
(DOCX) Click here for additional data file.

S7 Table Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Ampulla samples of the LF/LCL group. Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.
(DOCX) Click here for additional data file.

S8 Table Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Ampulla samples of the SF/SCL group. Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.
(DOCX) Click here for additional data file.

S9 Table Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Isthmus samples of the LF/LCL group. Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.
(DOCX) Click here for additional data file.

S10 Table Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Isthmus samples of the SF/SCL group. Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.
(DOCX) Click here for additional data file.

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S1 Fig — In each column, ampulla and isthmus samples from individual animals of the LF-LCL and SF-SCL groups are shown. Original magnification 20x, Scale bar 100 μm (n = 5 per group).

**S1 Fig: Localization of PGR in the bovine oviduct by immunohistochemistry.**

Images of IHC immunohistochemical localization in the ampulla and the isthmus of LF/LCL and SF/SCL animals at Day 4 of the estrus cycle. In each column, ampulla and isthmus samples from individual animals of the LF-LCL and SF-SCL groups are shown. Original magnification 20x, Scale bar 100  $\mu$ m (n=5 per group).

|                            | Ampulla                                                                             |                                                                                     | Isthmus                                                                              |                                                                                       |
|----------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|
|                            | LF/LCL                                                                              | SF/SCL                                                                              | LF/LCL                                                                               | SF/SCL                                                                                |
| Technical negative control | 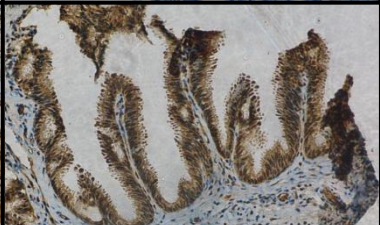 | 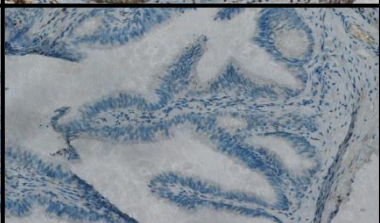 | 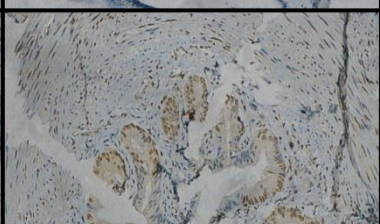 | 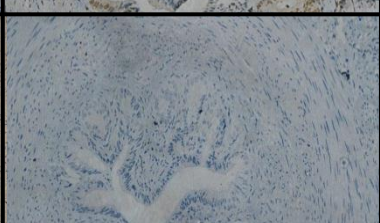 |
|                            | 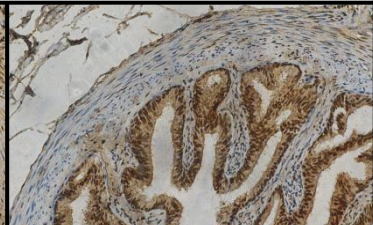 | 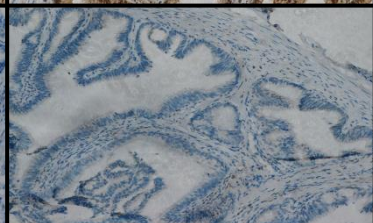 | 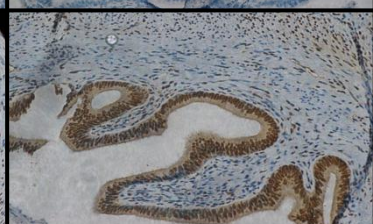 | 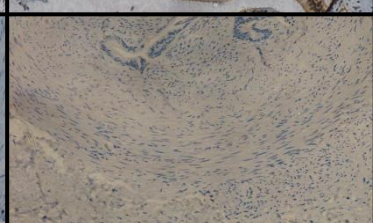 |
|                            | 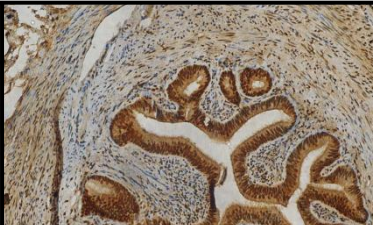  | 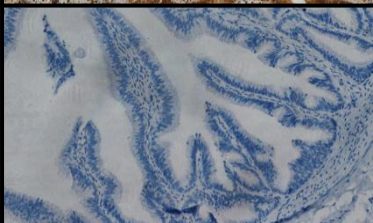  | 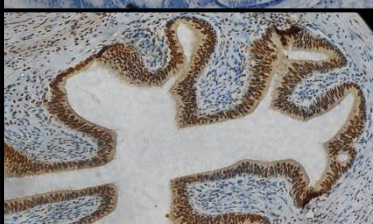  | 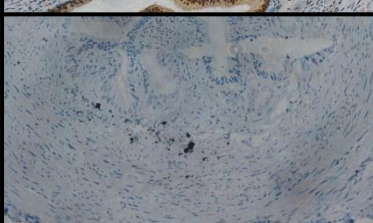  |
|                            | 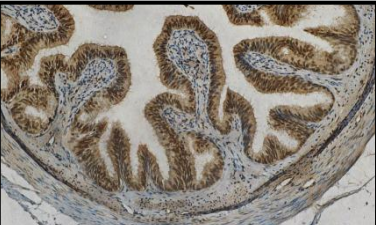   | 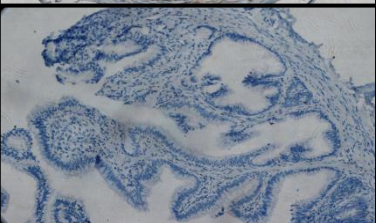   | 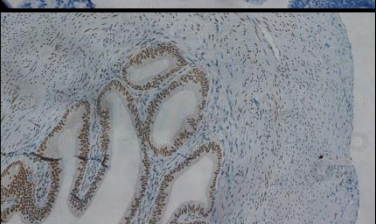   | 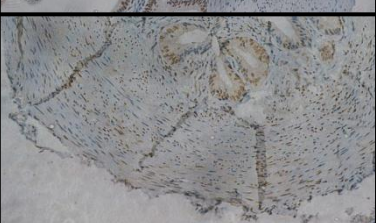   |
|                            | 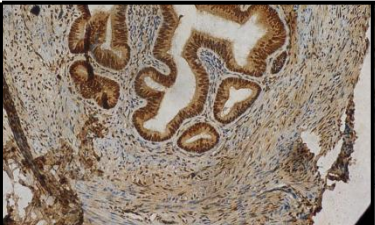    | 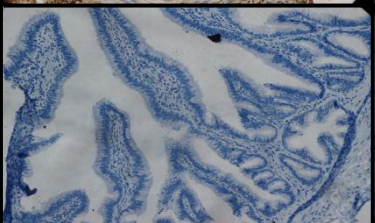    | 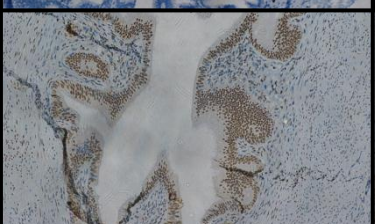    | 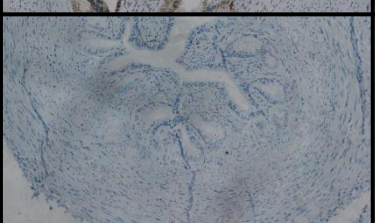    |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S2 Fig — In each column, ampulla and isthmus samples from individual animals of the LF-LCL and SF-SCL groups are shown. Original magnification 20x, Scale bar 100 μm (n = 5 per group).

**S2 Figure: Localization of ERalpha in the bovine oviduct by immunohistochemistry.** Images of ERalpha immunohistochemical localization in the ampulla and the isthmus of LF/LCL and SF/SCL animals at Day 4 of the estrus cycle. In each column, ampulla and isthmus samples from individual animals of the LF-LCL and SF-SCL groups are shown. Original magnification 20x, Scale bar 100 μm (n=5 per group).

|                                                                                     |                            |        |
|-------------------------------------------------------------------------------------|----------------------------|--------|
| 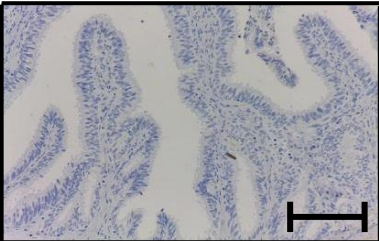 | Technical negative control |        |
|                                                                                     | Ampulla                    |        |
|                                                                                     | LF/LCL                     | SF/SCL |
|                                                                                     | LF/LCL                     | SF/SCL |
| 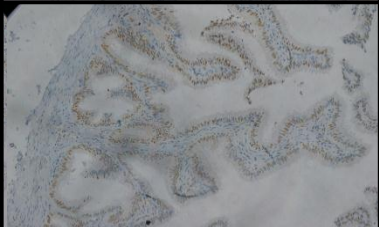 | Isthmus                    |        |
|                                                                                     | LF/LCL                     | SF/SCL |
|                                                                                     | LF/LCL                     | SF/SCL |
|                                                                                     | LF/LCL                     | SF/SCL |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S1 Table

**S1 Table. N raw reads, N reads post filtering, Mapped reads, uniquely mapped reads and percentage of mapped reads obtained in the RNAseq of ampulla and isthmus samples.**

| **Tissue** | **RNAseq platform** | **Samples** | **N raw reads** | **N reads post filtering** | **Mapped reads** | **Uniquely mapped reads** | **% mapped** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Ampulla | Illumina HiScanSeq | SF/SCL 97 | 31291198 | 25264594 | 21474202 | 14277845 | 56.51 |
|  |  | SF/SCL 856 | 31307140 | 24957802 | 21306846 | 14785598 | 59.24 |
|  |  | SF/SCL 489215 | 36669350 | 29289446 | 24687466 | 19592174 | 66.89 |
|  |  | LF/LCL 79 | 29829960 | 23969368 | 20305090 | 16171541 | 67.47 |
|  |  | LF/LCL 617 | 28294892 | 22601260 | 19192220 | 13418278 | 59.37 |
| Isthmus | Illumina HiSeq 2500 | SF/SCL 97 | 63610666 | 52451000 | 40407382 | 23899117 | 77.04 |
|  |  | SF/SCL 856 | 85955492 | 71049396 | 56443006 | 34193164 | 79.44 |
|  |  | SF/SCL 489215 | 78573462 | 64863854 | 49734880 | 25472906 | 76.68 |
|  |  | LF/LCL 79 | 76198884 | 62433648 | 47935261 | 28659214 | 76.78 |
|  |  | LF/LCL 617 | 67260770 | 55345160 | 43161491 | 25652651 | 77.99 |
|  |  | LF/LCL 527 | 80395348 | 66081164 | 50931929 | 29836083 | 77.07 |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S2 Table

**S2 Table. Differentially expressed genes in ampulla samples (p-adjusted < 0.1) detected by RNAseq, respective expression profiles and Log2fold-changes for both treatments, LF/LCL and SF/SCL.**

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S3 Table

**S3 Table. Bio-project, Bio-sample, Experiment and Run accession numbers of the Raw reads resulted from the RNAseq of ampulla and isthmus samples in the SRA data base.**

| **Region** | **Bio-project** | **Sample** | **Bio-sample** | **Experiment number** | **Run number** |
| --- | --- | --- | --- | --- | --- |
| Ampulla | PRJNA268916 | 617 LF/LCL | SAMN02903326 | SRX646336 | SRR1507226 |
|  |  | 79 LF/LCL | SAMN02903327 | SRX792716 | SRR1688430 |
|  |  | 856 SF/SCL | SAMN02903328 | SRX793271 | SRR1688453 |
|  |  | 489215 SF/SCL | SAMN02903329 | SRX793486 | SRR1688642 |
|  |  | 97 SF/SCL | SAMN02903330 | SRX793512 | SRR1688686 |
| Isthmus | PRJNA269103 | 617 LF/LCL | SAMN03249359 | SRX796310 | SRR1693485 |
|  |  | 79 LF/LCL | SAMN03249358 | SRX794694 | SRR1693483 |
|  |  | 527 LF/LCL | SAMN03249381 | SRX796312 | SRR1693489 |
|  |  | 856 SF/SCL | SAMN03249383 | SRX796428 | SRR1693623 |
|  |  | 489215 SF/SCL | SAMN03249384 | SRX796431 | SRR1693625 |
|  |  | 97 SF/SCL | SAMN03249382 | SRX796423 | SRR1693620 |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S4 Table — Validation of RNAseq gene expression data by qPCR. qPCR data was analyzed using the same RNAseq animals (n = 5) and using 7 animals for each group (n = 14).

**S4 Table. Log2 Fold change and *P value* of ampulla gene expression in LF/LCL and SF/SCL animals.** Validation of RNAseq gene expression data by qPCR. qPCR data was analyzed using the same RNAseq animals (n=5) and using 7 animals for each group (n=14).

| **Ensembl Id** | **Gene Symbol** | **RNAseq (n=6)** | | **qPCR (n=5)** | | **qPCR (n=14)** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **log2 Fold Change** | ***P* value** | **log2 Fold Change** | ***P* value** | **log2 Fold Change** | ***P* value** |
| ENSBTAG00000011034 | ANGPT2 | 0.896 | 0.078 | 0.798 | 0.454 | 0.031 | 0.309 |
| ENSBTAG00000021811 | ANGPT4 | -0.418 | 0.255 | -0.849 | 0.178 | -0.151 | 0.359 |
| ENSBTAG00000003217 | CADM3 | -2.518 | ˂ 0.001 | -1.355 | 0.091 | -0.949 | 0.109 |
| ENSBTAG00000006161 | C-MET | -0.019 | 0.090 | -0.105 | 0.053 | -0.409 | 0.021 |
| ENSBTAG00000006367 | CTGF | -0.353 | 0.221 | -0.008 | 0.497 | -0.228 | 0.167 |
| ENSBTAG00000017135 | CTSS | -0.693 | 0.026 | -1.184 | 0.059 | -0.311 | 0.185 |
| ENSBTAG00000001060 | CXCR4 | -0.824 | ˂ 0.001 | -1.591 | 0.001 | -3.392 | ˂ 0.001 |
| ENSBTAG00000008096 | EDN1 | -0.010 | NA | -0.005 | 0.496 | -0.498 | 0.209 |
| ENSBTAG00000007159 | ESR1 | -0.547 | 0.006 | -0.713 | 0.082 | -0.221 | 0.146 |
| ENSBTAG00000004498 | ESR2 | -1.147 | NA | -1.425 | 0.040 | -0.283 | 0.400 |
| ENSBTAG00000005745 | HPSE | -1.667 | ˂ 0.001 | -1.020 | 0.260 | -0.401 | 0.062 |
| ENSBTAG00000025441 | HSPA1A | 0.939 | ˂ 0.001 | 0.869 | 0.199 | 0.340 | 0.264 |
| ENSBTAG00000005973 | OVGP1 | 0.065 | 0.679 | 0.990 | 0.318 | 0.986 | 0.172 |
| ENSBTAG00000006065 | PCNA | -0.101 | 0.375 | -0.310 | 0.287 | -0.609 | 0.120 |
| ENSBTAG00000034827 | PDGF | -0.405 | 0.263 | -0.529 | 0.249 | -0.388 | 0.122 |
| ENSBTAG00000024648 | PGR | 0.413 | 0.098 | 0.438 | 0.260 | 0.270 | 0.214 |
| ENSBTAG00000010843 | PGRMC2 | -0.052 | 0.755 | -0.143 | 0.249 | -0.090 | 0.153 |
| ENSBTAG00000003454 | RGS20 | -1.420 | 0.078 | -1.795 | 0.125 | -0.441 | 0.247 |
| ENSBTAG00000005359 | TGFB2 | 0.830 | 0.021 | 0.014 | 0.491 | 0.219 | 0.159 |
| ENSBTAG00000012004 | TGFB3 | 0.535 | 0.333 | 0.380 | 0.233 | 0.501 | 0.131 |
| ENSBTAG00000018035 | TGFBR1 | 0.099 | 0.570 | 0.993 | 0.274 | 0.757 | 0.185 |
| ENSBTAG00000019832 | TGFBR2 | -0.261 | NA | -0.706 | 0.115 | -1.199 | 0.206 |
| ENSBTAG00000021879 | VCL | -0.491 | 0.001 | -0.172 | 0.015 | -2.426 | 0.003 |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S5 Table

**S5 Table. 

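S5 Table gives for each of its 590 genes the mean normalized count over the 6 isthmus libraries, the mean within each group, the log2 fold change as SF/SCL over LF/LCL, and the p-value adjusted by the study. The mean over the 6 libraries was within 0.001 of that of the deposited values for all 590 genes. A positive log2 fold change in the table stands for a gene higher in SF/SCL. Over the 539 genes that passed the filters, the median absolute difference between the log2 fold change from limma and that of S5 Table was 0.08, on a scale where the pseudocount of 1 and the mean of log2 values enter the former.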

Differentially expressed genes in isthmus samples (p-adjusted < 0.1) detected by RNAseq.** Respective expression profiles and Log2fold-changes for both treatments LF/LCL and SF/SCL.

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S6 Table — Validation of RNAseq gene expression data by qPCR. qPCR data was analyzed using the same RNAseq animals (n = 6) and using 7 animals for each group (n = 14).

**S6 Table. Log2 Fold change and *P value* of isthmus gene expression in LF/LCL and SF/SCL animals.** Validation of RNAseq gene expression data by qPCR. qPCR data was analyzed using the same RNAseq animals (n=6) and using 7 animals for each group (n=14).

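S6 Table sets the log2 fold change of each gene in the RNA-seq data of 6 cows beside its qPCR value in the same cows and in 14 cows, each as SF/SCL over LF/LCL with its p-value. In the deposited values, the identifier that S6 Table gives for ANGPT4 (ENSBTAG00000021811) carries the name ANGPTL4, and PDGF and C-MET carry the names PDGFD and MET. Recomputed on log2(value + 1), the log2 fold change of HSPA1A was 1.17, that of CTSS 0.31, that of TGFB2 -0.60 and that of TGFB3 -0.79. HSPA1A was 1.54 without cow 489215. Cow 489215 set the sign of several genes close to 0, since without it CTGF went from 0.07 to -0.33, PCNA from 0.28 to -0.16, EDN1 from 0.11 to -0.16 and PGRMC2 from 0.13 to -0.06. Across the 23 genes, which are not independent replicates, the recomputed values had a Pearson's r of 0.503 with the RNA-seq values of the table. The scale differs, since with DESeq2, shrunken fold changes and no filter, a setting chosen after seeing the values, r was 0.673, and 0.999 over the 22 genes without HPSE, whose sign is opposite.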

| **Ensembl Id** | **Gene Symbol** | **RNAseq (n=6)** | | **qPCR (n=6)** | | **qPCR (n=14)** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **log2 Fold Change** | ***P* value** | **log2 Fold Change** | ***P* value** | **log2 Fold Change** | ***P* value** |
| ENSBTAG00000011034 | ANGPT2 | -0.374 | 0.627 | -0.505 | 0.338 | -0.395 | 0.292 |
| ENSBTAG00000021811 | ANGPT4 | -0.398 | 0.709 | -0.619 | 0.332 | -0.107 | 0.444 |
| ENSBTAG00000003217 | CADM3 | 0.706 | NA | 0.208 | 0.447 | 0.0602 | 0.475 |
| ENSBTAG00000006161 | C-MET | -0.730 | ˂ 0.001 | -0.591 | 0.001 | -0.375 | 0.023 |
| ENSBTAG00000006367 | CTGF | 0.168 | 0.923 | 0.368 | 0.471 | 0.001 | 0.499 |
| ENSBTAG00000017135 | CTSS | 0.302 | 0.312 | 0.399 | 0.226 | 0.579 | 0.026 |
| ENSBTAG00000001060 | CXCR4 | -0.298 | 0.390 | -1.753 | 0.001 | -4.029 | ˂ 0.001 |
| ENSBTAG00000008096 | EDN1 | 0.132 | 0.925 | 0.186 | 0.385 | 1.075 | 0.012 |
| ENSBTAG00000007159 | ESR1 | 0.284 | NA | 0.414 | 0.168 | 0.038 | 0.448 |
| ENSBTAG00000004498 | ESR2 | -0.323 | NA | -1.190 | 0.205 | -0.416 | 0.249 |
| ENSBTAG00000005745 | HPSE | -1.017 | 0.183 | -0.689 | 0.246 | -1.901 | 0.224 |
| ENSBTAG00000025441 | HSPA1A | 1.035 | 0.038 | 0.319 | 0.405 | 0.847 | 0.290 |
| ENSBTAG00000005973 | OVGP1 | 0.597 | NA | 4.042 | 0.196 | 0.413 | 0.400 |
| ENSBTAG00000006065 | PCNA | 0.326 | 0.821 | 0.327 | 0.286 | 0.325 | 0.181 |
| ENSBTAG00000034827 | PDGF | -0.681 | ˂ 0.001 | -0.192 | 0.004 | -0.186 | 0.023 |
| ENSBTAG00000024648 | PGR | 0.347 | NA | 0.018 | 0.475 | 0.024 | 0.460 |
| ENSBTAG00000010843 | PGRMC2 | 0.136 | NA | 1.142 | 0.038 | 0.361 | 0.165 |
| ENSBTAG00000003454 | RGS20 | 0.368 | 0.833 | 2.356 | 0.147 | 0.404 | 0.068 |
| ENSBTAG00000005359 | TGFB2 | -0.539 | 0.181 | -0.723 | 0.099 | -0.654 | 0.018 |
| ENSBTAG00000012004 | TGFB3 | -0.727 | 0.081 | -0.770 | 0.088 | -0.667 | 0.065 |
| ENSBTAG00000018035 | TGFBR1 | -0.360 | 0.807 | -0.300 | 0.002 | -0.685 | 0.495 |
| ENSBTAG00000019832 | TGFBR2 | -0.276 | 0.341 | -0.246 | 0.521 | -0.674 | 0.814 |
| ENSBTAG00000021879 | VCL | -0.281 | 0.411 | -0.218 | 0.025 | -0.335 | 0.021 |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S7 Table — Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

**S7 Table. Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Ampulla samples of the LF/LCL group.** Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

| **Enriched process** | **Category** | **Term** | **Genes** | **Fold Enrichment** | **FDR** | ***P* Value** |
| --- | --- | --- | --- | --- | --- | --- |
| Immune cell activation | Biological Process | GO:0046635~positive regulation of alpha-beta T cell activation | *CD3E, IL2RG , SASH3* | 1.16 | 3.46 | 0.027 |
|  | Biological Process | GO:0050863~regulation of T cell activation | *BCL10, CD3E, CENPF , IL2RG , SASH3* | 4.59 | 3.05 | 0.023 |
|  | Biological Process | GO:0046634~regulation of alpha-beta T cell activation | *CD3E, IL2RG , SASH3* | 1.08 | 3.82 | 0.030 |
|  | Biological Process | GO:0051249~regulation of lymphocyte activation | *BCL10, CD3E, CENPF , IL2RG , SASH3* | 3.80 | 4.87 | 0.042 |
|  | Biological Process | GO:0050870~positive regulation of T cell activation | *BCL10, CD3E, IL2RG , SASH3* | 4.72 | 5.66 | 0.052 |
|  | Biological Process | GO:0002694~regulation of leukocyte activation | *BCL10, CD3E, CENPF , IL2RG , SASH3* | 3.40 | 6.12 | 0.058 |
| Vacuole and lysosome | Cellular Component | GO:0005773~vacuole | *ACP2, BCL10, GJA1, CTSS, PRDX6, C1orf85, FUCA1, CTSZ, GBA* | 4.72 | 0.70 | 0.000 |
|  | Cellular Component | GO:0005764~lysosome | *ACP2, BCL10, GJA1, CTSS, PRDX6, C1orf85, FUCA1, CTSZ, GBA* | 5.66 | 0.20 | 0.000 |
|  | Cellular Component | GO:0000323~lytic vacuole | *ACP2, BCL10, GJA1, CTSS, PRDX6, C1orf85, FUCA1, CTSZ, GBA* | 5.66 | 0.20 | 0.000 |
| Homeostasis | Biological Process | GO:0019725~cellular homeostasis | *MT3, GLRX5, PRDX6, NXN, NAB2, CAV1, SELT, PLN, SH3BGRL3, CD52* | 2.69 | 1.70 | 0.012 |
|  | Biological Process | GO:0042592~homeostatic process | *GLRX5, PRDX6, NAB2, SASH3, PLN, SELT, MT3, LCAT, NXN, CD7, CAV1, CD52, SH3BGRL3* | 2.13 | 2.53 | 0.018 |
|  | Biological Process | GO:0045454~cell redox homeostasis | *GLRX5, PRDX6, NXN, SELT, SH3BGRL3* | 5.45 | 1.83 | 0.013 |
|  | Molecular function | GO:0016667~oxidoreductase activity, acting on sulfur group of donors | *GLRX5, NXN, MSRB3 ,SH3BGRL3* | 1.02 | 8.44 | 0.007 |
| Cytoeskeleton and extracellular matrix | Biological Process | GO:0043297~apical junction assembly | *CTNNA1, VCL* | 5.78 | 4.21 | 0.034 |
|  | Cellular Component | GO:0044421~extracellular region part | *FGA, TWSG1,LOXL1, NTNG2, LAMA4 , OLFML2B, LCAT , MMP23B,LGALS1, CXCL10, SAA3, SPOCK1, SAA1, ANGPTL1, FIGF, LGALS3* | 2.12 | 8.65 | 0.007 |
|  | Cellular Component | GO:0031012~extracellular matrix | *OLFML2B, MMP23B,LGALS1, SPOCK1,LOXL1, NTNG2, LGALS3 , LAMA4* | 2.55 | 3.64 | 0.036 |
|  | Cellular Component | GO:0005615~extracellular space | *LCAT ,LGALS1, SAA3, CXCL10, FGA, TWSG1, SAA1,LOXL1, ANGPTL1 , FIGF* | 2.12 | 4.24 | 0.044 |
|  | Biological Process | GO:0030036~actin cytoskeleton organization | *PFN1, ARPC4, ACTB , ELMO1 , MYH7 ,* Uncharacterized protein (ENSBTAG00000009703), *ACTN1* | 4.13 | 2.07 | 0.015 |
|  | Cellular Component | GO:0005856~cytoskeleton | *MYH7, ELMO1, PBXIP1, CENPF, CTNNA1,* Uncharacterized protein (ENSBTAG00000009703), *CDC42SE1, TUBA1B, PFN1, MAPT , ARPC4, SEPT11, PDLIM7, ACTB, ACTR2, VCL, ACTN1, S100A8* | 1.67 | 4.11 | 0.042 |
|  | Molecular function | GO:0008092~cytoskeletal protein binding | *PFN1, S100B, ARPC4, PLS3 , MYH7,* Uncharacterized protein (ENSBTAG00000009703), *CTNNA1, ACTR2, ACTN1* | 2.43 | 4.63 | 0.045 |
|  | Biological Process | GO:0030029~actin filament-based process | *PFN1, ARPC4, ACTB , ELMO1 , MYH7 ,* Uncharacterized protein (ENSBTAG00000009703), *ACTN1* | 4.03 | 2.25 | 0.016 |
|  | Molecular function | GO:0003779~actin binding | *PFN1, ARPC4, PLS3 , MYH7,* Uncharacterized protein (ENSBTAG00000009703), *CTNNA1, ACTR2, ACTN1* | 3.40 | 2.00 | 0.017 |
|  | Molecular function | GO:0051015~actin filament binding | *MYH7,* Uncharacterized protein (ENSBTAG00000009703), *CTNNA1, ACTN1* | 9.51 | 4.09 | 0.039 |
|  | Cellular Component | GO:0005913~cell-cell adherens junction | *GJA1, CTNNA1, VCL* | 9.44 | 3.84 | 0.039 |
|  | Biological Process | GO:0007043~cell-cell junction assembly | *CTNNA1, VCL* | 3.85 | 5.59 | 0.051 |
|  | Cellular Component | GO:0030016~myofibril | *MYH7,* Uncharacterized protein (ENSBTAG00000009703), *VCL, ACTN1, PDLIM5* | 4.82 | 4.57 | 0.049 |
|  | Cellular Component | GO:0043292~contractile fiber | *MYH7,* Uncharacterized protein (ENSBTAG00000009703), *VCL, ACTN1, PDLIM5* | 4.44 | 5.28 | 0.059 |
|  | Biological Process | GO:0032989~cellular component morphogenesis | *GJA1, S100B, ACTB , MYH7 ,* Uncharacterized protein (ENSBTAG00000009703), *CTNNA1, CXCR4, NTNG2* | 3.21 | 2.87 | 0.021 |
|  | Biological Process | GO:0030030~cell projection organization | *GJA1, S100B, CXCR4, VCL, NTNG2 , PAK1* | 3.04 | 5.26 | 0.046 |
|  | Biological Process | GO:0044057~regulation of system process | *GJA1, S100B, CAMK2A, MYH7 ,* Uncharacterized protein (ENSBTAG00000009703), *CAV1, ANXA6, ACTN1, PLN* | 5.20 | 1.28 | 0.000 |
| Plasma lipoprotein | Cellular Component | GO:0034364~high-density lipoprotein particle | *LCAT , SAA3, SAA1* | 1.06 | 3.21 | 0.031 |
|  | Cellular Component | GO:0032994~protein-lipid complex | *LCAT , SAA3, SAA1* | 8.50 | 4.46 | 0.047 |
|  | Cellular Component | GO:0034358~plasma lipoprotein particle | *LCAT , SAA3, SAA1* | 8.50 | 4.46 | 0.047 |
|  | Cellular Component | GO:0044421~extracellular region part | *FGA, TWSG1,LOXL1, NTNG2, LAMA4 , OLFML2B, LCAT , MMP23B,LGALS1, CXCL10, SAA3, SPOCK1, SAA1, ANGPTL1, FIGF, LGALS3* | 2.12 | 8.65 | 0.007 |
|  | Cellular Component | GO:0005615~extracellular space | *LCAT ,LGALS1, SAA3, CXCL10, FGA, TWSG1, SAA1,LOXL1, ANGPTL1 , FIGF* | 2.12 | 4.24 | 0.044 |
| GTP binding | Molecular function | GO:0005525~GTP binding | *GNAI2, RIT1, SEPT11, GEM , MRAS,RASEF,* Uncharacterized protein (ENSBTAG00000037510), *GIMAP7, GBP4, TUBA1B, RASL11B* | 2.56 | 1.31 | 0.010 |
|  | Molecular function | GO:0032561~guanyl ribonucleotide binding | *GNAI2, RIT1, SEPT11, GEM , MRAS,RASEF,* Uncharacterized protein (ENSBTAG00000037510), *GIMAP7, GBP4, TUBA1B, RASL11B* | 2.50 | 1.51 | 0.012 |
|  | Molecular function | GO:0019001~guanyl nucleotide binding | *GNAI2, RIT1, SEPT11, GEM , MRAS,RASEF,* Uncharacterized protein (ENSBTAG00000037510), *GIMAP7, GBP4, TUBA1B, RASL11B* | 2.47 | 1.61 | 0.013 |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S8 Table — Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

**S8 Table. Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Ampulla samples of the SF/SCL group.** Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

| **Enriched process** | **Category** | **Term** | **Genes** | **Fold Enrichment** | **FDR** | ***P* Value** |
| --- | --- | --- | --- | --- | --- | --- |
| Cell development, doferenciatoin and motility | Biological Process | GO:0006928~cell motion | *PAX6 , ABI2, EDNRB, IL16, EFNA5, KDR, TGFB2, EFNB1* | 3.86 | 6.73 | 0.004 |
|  | Biological Process | GO:0007411~axon guidance | *PAX6 , EFNA5, TGFB2, EFNB1* | 9.52 | 11.86 | 0.008 |
|  | Biological Process | GO:0007409~axonogenesis | *PAX6 , EFNA5, TGFB2, EFNB1* | 5.10 | 4.92 | 0.043 |
|  | Cellular Component | GO:0043005~neuron projection | *ABI2, SNAP25, TGFB2, SYT5, GRM3 , FBXO2* | 5.11 | 6.97 | 0.006 |
|  | Biological Process | GO:0031175~neuron projection development | *PAX6 , ABI2, EFNA5, TGFB2, EFNB1* | 4.89 | 2.52 | 0.018 |
|  | Biological Process | GO:0048812~neuron projection morphogenesis | *PAX6 , EFNA5, TGFB2, EFNB1* | 4.84 | 5.39 | 0.048 |
|  | Biological Process | GO:0016477~cell migration | *PAX6 , ABI2, EDNRB, IL16, KDR, EFNB1* | 3.76 | 2.82 | 0.021 |
|  | Biological Process | GO:0051674~localization of cell | *PAX6 , ABI2, EDNRB, IL16, KDR, EFNB1* | 3.46 | 3.67 | 0.029 |
|  | Biological Process | GO:0048870~cell motility | *PAX6 , ABI2, EDNRB, IL16, KDR, EFNB1* | 3.46 | 3.67 | 0.029 |
|  | Biological Process | GO:0030855~epithelial cell differentiation | *PAX6 , GATA6, KDR, VEZF1* | 6.49 | 3.03 | 0.023 |
|  | Cellular Component | GO:0042995~cell projection | *CTNNA2, ABI2, SNAP25, SPRY4, SNTN, TGFB2, SYT5, TTLL9 , GRM3 , FBXO2* | 3.09 | 5.37 | 0.005 |
|  | Biological Process | GO:0032101~regulation of response to external stimulus | *IL16, KDR, Thrombin-F2, 5'-nucleotidase, CD276* | 5.25 | 2.04 | 0.015 |
| Voltage-gated channel activity | Molecular function | GO:0022843~voltage-gated cation channel activity | *KCNRG, KCTD1,KCNJ11 , CACNB2, KCNQ4, KCNA5, KCNAB1* | 5.32 | 2.45 | 0.002 |
|  | Molecular function | GO:0005249~voltage-gated potassium channel activity | *KCNRG, KCTD1,KCNJ11 , KCNQ4, KCNA5, KCNAB1* | 6.02 | 3.86 | 0.003 |
|  | Molecular function | GO:0022843~voltage-gated cation channel activity | *KCNRG, KCTD1,KCNJ11 , CACNB2, KCNQ4, KCNA5, KCNAB1* | 4.25 | 7.32 | 0.006 |
|  | Molecular function | GO:0005249~voltage-gated potassium channel activity | *KCNRG, KCTD1,KCNJ11 , CACNB2, KCNQ4, KCNA5, KCNAB1* | 4.25 | 7.32 | 0.006 |
|  | Molecular function | GO:0005267~potassium channel activity | *KCNRG, KCTD1,KCNJ11 , KCNQ4, KCNA5, KCNAB1* | 4.71 | 1.06 | 0.009 |
|  | Biological Process | GO:0006813~potassium ion transport | *KCNRG, KCTD1, KCNJ11, KCNQ4, KCNA5, KCNAB1* | 4.20 | 1.92 | 0.014 |
|  | Cellular Component | GO:0034703~cation channel complex | *KCNRG, KCTD1, CACNB2, KCNQ4, KCNA5* | 5.00 | 1.86 | 0.017 |
|  | Biological Process | GO:0030001~metal ion transport | *KCNRG, SLC4A4, KCTD1, KCNJ11, SLC38A11, CACNB2, SCO2, KCNQ4, KCNA5, KCNAB1* | 2.51 | 2.41 | 0.018 |
|  | Biological Process | GO:0006811~ion transport | *KCNRG, SLC4A9, KCTD1,* Gene ID ENSBTAG00000021287, *SCO2, KCNA5, KCNQ4, SLC4A4, FXYD6, KCNJ11, LASP1, SLC38A11, CACNB2, KCNAB1* | 1.96 | 3.23 | 0.025 |
|  | Biological Process | GO:0015672~monovalent inorganic cation transport | *KCNRG, SLC4A4, KCTD1, KCNJ11, SLC38A11, KCNQ4, KCNA5, KCNAB1* | 2.75 | 3.32 | 0.026 |
|  | Molecular function | GO:0005261~cation channel activity | *KCNRG, KCTD1,KCNJ11 , CACNB2, KCNQ4, KCNA5, KCNAB1* | 3.07 | 2.89 | 0.026 |
|  | Cellular Component | GO:0008076~voltage-gated potassium channel complex | *KCNRG, KCTD1, KCNQ4, KCNA5* | 5.52 | 3.46 | 0.035 |
|  | Cellular Component | GO:0034705~potassium channel complex | *KCNRG, KCTD1, KCNQ4, KCNA5* | 5.52 | 3.46 | 0.035 |
|  | Cellular Component | GO:0005886~plasma membrane | *KCNRG, CDH23, EDNRB ,USP2 , KCTD1, SPRY4,* 5'-nucleotidase (ENSBTAG00000011330), *CD276, CTNNA2, SLC4A4, HPN, SNAP25, KCNJ11 , LASP1, CDC42EP1, DGKH, ABI2, CXADR, KCNQ4, KCNA5, TIAM1, KRT19, KDR , CACNB2, GRM3* | 1.45 | 4.31 | 0.046 |
|  | Molecular function | GO:0031420~alkali metal ion binding | *SLC4A4,KCNJ11 , SLC38A11 , KCNA5, KCNAB1* | 4.82 | 2.25 | 0.019 |
| Ephrin receptor binding | Molecular function | GO:0046875~ephrin receptor binding | *EFNB1, TIAM1* | 7.23 | 3.01 | 0.027 |
| Adherens junction | Cellular Component | GO:0005912~adherens junction | *CTNNA2, ABI2, CXADR, LASP1* | 5.02 | 4.19 | 0.044 |

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S9 Table — Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

**S9 Table. 

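DAVID groups the genes of a list by their Gene Ontology terms and tests whether a term holds more of them than the background does. The background the paper used was the set of genes that passed the filter of the differential expression analysis, and the lists were the genes of S5 Table, taken separately for each group. For the isthmus the table therefore rests on the same 6 libraries as S5 Table, and its terms were not tested again here.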

Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Isthmus samples of the LF/LCL group.** Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

# Supplementary material for: Size of the Ovulatory Follicle Dictates Spatial Differences in the Oviductal Transcriptome in Cattle
**Source:** PLoS One. 2015 Dec 23;10(12):e0145321. doi: 10.1371/journal.pone.0145321
**Supplement:** S10 Table — Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

**S10 Table. Gene ontologies (GO category) of mRNA transcripts differentially expressed in day 4 Isthmus samples of the SF/SCL group.** Gene ontology analysis is performed with DAVID tools (http://david.abcc.ncifcrf.gov/tools.jsp). The enrichment p-values are corrected by Benjamini's methods. GO categories are presented according to their biological process, cellular component and molecular function.

| **Enriched process** | **Category** | **Term** | **Genes** | **Fold Enrichment** | **FDR** | ***P* Value** |
| --- | --- | --- | --- | --- | --- | --- |
| Protein kinase regulator activity | Molecular function | GO:0008603~cAMP-dependent protein kinase regulator activity | *ROPN1, SPA17, ROPN1L, CABYR* | 25.69 | 0.53 | 0.000 |
|  | Molecular function | GO:0019207~kinase regulator activity | *ROPN1, S100B, SPA17, ROPN1L, CABYR* | 6.30 | 9.83 | 0.008 |
|  | Molecular function | GO:0019887~protein kinase regulator activity | *ROPN1, SPA17, ROPN1L, CABYR* | 5.97 | 31.72 | 0.028 |
| Apoptosis | Biological Process | GO:0008219~cell death | *TMBIM6, BNIPL, WDR92, CLU, TNS4, ITM2B, CASP8, CASP13, IFI6* | 2.68 | 25.38 | 0.018 |
|  | Biological Process | GO:0016265~death | *TMBIM6, BNIPL, WDR92, CLU, TNS4, ITM2B, CASP8, CASP13, IFI6* | 2.62 | 28.26 | 0.021 |
|  | Biological Process | GO:0012501~programmed cell death | *TMBIM6, BNIPL, WDR92, TNS4, ITM2B, CASP8, CASP13, IFI6* | 2.63 | 39.56 | 0.031 |
|  | Biological Process | GO:0006915~apoptosis | *TMBIM6, BNIPL, WDR92, TNS4, ITM2B, CASP8, CASP13, IFI6* | 2.69 | 36.58 | 0.029 |
| Protein folding | Biological Process | GO:0051085~chaperone mediated protein folding requiring cofactor | *HSPA8, DNAJB1, HSPH1* | 17.24 | 17.68 | 0.012 |
|  | Biological Process | GO:0051084~'de novo' posttranslational protein folding | *HSPA8, DNAJB1, HSPH1* | 15.80 | 20.65 | 0.015 |
|  | Biological Process | GO:0006458~'de novo' protein folding | *HSPA8, DNAJB1, HSPH1* | 15.80 | 20.65 | 0.015 |
| Cellular metabolism | Biological Process | GO:0006575~cellular amino acid derivative metabolic process | *LY6E, GGT6, GSTK1, PCYOX1L, VNN1, SLC1A3, MGST1* | 5.27 | 3.11 | 0.002 |
|  | Biological Process | GO:0006749~glutathione metabolic process | *GGT6, GSTK1, MGST1* | 15.80 | 20.65 | 0.015 |
|  | Biological Process | GO:0051186~cofactor metabolic process | *GGT6, GSTK1, VNN1, MGST1, BLVRA, NADSYN1* | 3.16 | 47.75 | 0.040 |
|  | Biological Process | GO:0006790~sulfur metabolic process | *GGT6, GSTK1, MGST1, HS3ST5* | 4.86 | 53.88 | 0.048 |
|  | Molecular function | GO:0004364~glutathione transferase activity | *GSTK1, MGST1, MGST2* | 9.63 | 39.72 | 0.038 |
|  | Molecular function | GO:0016670~oxidoreductase activity, acting on sulfur group of donors, oxygen as acceptor | *PCYOX1L, QSOX1* | 42.82 | 46.07 | 0.046 |
| Antigen processing and presentation | Biological Process | GO:0019882~antigen processing and presentation | *BOLA, FCGRT, IFI30, HLA-DMB, AZGP1* | 3.85 | 47.25 | 0.040 |
| Nucleotide biosynthetic process | Biological Process | GO:0006164~purine nucleotide biosynthetic process | *GUCY1B1 , HPRT1, ATP5F1, ATP5S, ADSS,* Uncharacterized protein (ENSBTAG00000005217), *GUCY2C* | 3.24 | 44.62 | 0.037 |
|  | Biological Process | GO:0034404~nucleobase, nucleoside and nucleotide biosynthetic process | *GUCY1B1 , HPRT1, ATP5F1, ATP5S, ADSS,* Uncharacterized protein (ENSBTAG00000005217), *NADSYN1, GUCY2C* | 2.82 | 44.83 | 0.037 |
|  | Biological Process | GO:0034654~nucleobase, nucleoside, nucleotide and nucleic acid biosynthetic process | *GUCY1B1 , HPRT1, ATP5F1, ATP5S, ADSS,* Uncharacterized protein (ENSBTAG00000005217), *NADSYN1, GUCY2C* | 2.82 | 44.83 | 0.037 |
|  | Biological Process | GO:0009165~nucleotide biosynthetic process | *GUCY1B1 , HPRT1, ATP5F1, ATP5S, ADSS,* Uncharacterized protein (ENSBTAG00000005217), *NADSYN1, GUCY2C* | 2.95 | 38.73 | 0.031 |
| Lipid biosynthetic process | Biological Process | GO:0006631~fatty acid metabolic process | *PHYH, FADS6, SC5DL, ACAA2, RNPEP, CPT1B, MGST2* | 3.88 | 13.26 | 0.009 |
|  | Biological Process | GO:0008610~lipid biosynthetic process | *PIGW, MBOAT7, FADS6, SC5DL, CEPT1, RNPEP, CYB5R1, MGST2* | 2.99 | 23.68 | 0.017 |

How the deposited data were processed for this re-analysis (not part of the article)

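The samples were isthmus tissue of 6 cows, 3 of the LF/LCL group and 3 of the SF/SCL group, with 1 RNA-seq library per cow, taken on day 4. Group and cow number were taken from the sample titles and from S1 and S3 Tables of the paper, which give the same cows. The ampulla libraries, the qPCR measurements, the immunohistochemistry and the hormone measurements were not analysed here, except that the published values of S2 Table (ampulla genes) and S6 Table (qPCR) were set beside the isthmus values.

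The authors filtered the reads with seqyClean, aligned them to the masked bovine genome assembly UMD3.1 with TopHat and Bowtie2, counted the uniquely mapped reads per Ensembl gene with HTSeq-count, and divided the counts of each library by its size factor from DESeq. The text of the paper does not say whether counting used the strand. The signal values of the deposited table are these counts, which the authors divided by the size factors before deposit, for 24616 genes and without a filter, and 5476 genes are at 0 in every library. Each library's values are whole multiples of a single step, from which the reads were recovered. The recovered totals were 23899117 to 34193164 reads, with a median of 27155932, and they differed by 0 reads from the uniquely mapped reads of S1 Table in every library. The uniquely mapped reads were 39.3% of the filtered reads in cow 489215 and 45.2% to 48.1% in the other cows. The 10 most abundant genes held from 4.34% to 7.56% of the reads of a library. A count of 0 leaves room for an expected count of up to 3 reads in a library, for counting error alone. Gene names are those of the deposited table, which gives a symbol for 19971 genes, and 2979 rows share their symbol with another row. No genome or annotation of the assembly was used, so no positions are given.

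The comparison was SF/SCL against LF/LCL, without covariates, since each cow gave 1 isthmus library and no batch is named. The design had first been set for read counts. Because the deposited values are normalized, the test was changed to limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust) on log2(value + 1), and edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. Genes with a mean above 5 and above their SD over the 6 libraries were tested, after the filter of the paper's methods, which kept 15387 genes. The number of genes the paper gives, 15922, is that of the filter on the mean alone, which was run as an alternative. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05, as in the methods of the paper. The separation of the groups was measured as the mean Euclidean distance between libraries of different groups minus that within groups, with an exact permutation test over the 10 divisions into 3 and 3. Fold changes were compared with the paper's qPCR values by Pearson's r across 23 genes, with a permutation test of 100000 resamples. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots matplotlib 3.10.9.

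Gene lists were tested with camera from limma with a preset correlation of 0.01. The 14 lists were the collagens, the matrix metalloproteinases with ADAM and ADAMTS genes, the caspases, the mitotic cell cycle, the pro-apoptotic BCL2 family with death receptors, ciliated epithelium, secretory and general epithelium, smooth muscle, fibroblasts without collagens, mesothelium, endothelium, leukocytes, heat shock genes with chaperones, and erythrocytes. Of these, 13 were tested, because 1 gene of the erythrocyte list passed the filters. A list of posterior HOX genes and a list of genes of uterine epithelium and glands were added later. Genes were named in the text by a fixed rule: those the paper names for the isthmus, the 23 genes of S6 Table, members of a list where its result is given, and genes past the threshold with the largest changes, of which there were 0. FIGF, PRDX6, NXN, SELT, ACTB, ACTN1, VCL, PFN1 and FGA were included because the paper names them for the LF/LCL oviduct, although Table 4 lists them for the ampulla. OVGP1 is a gene of S6 Table, and the HOX genes were chosen after their values had been seen.

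The tests were tried on simulated counts for 15387 genes, of which 200 were changed, with the gene-wise dispersions of the 6 libraries. Counts were drawn independently for each gene and library, with the same dispersion in both groups, so no simulated library was shifted across genes. Limma recovered 53% of the changed genes, 95.5% of those changed 8-fold, and 7.83% of its calls were false. The edgeR quasi-likelihood test recovered 52.5% with 7.08% false calls, and DESeq2 recovered 71% with 31.7% false calls. With the dispersions estimated without cow 489215, limma recovered 91.5% with 7.11% false calls, edgeR 92% with 7.07%, and DESeq2 96.5% with 18.6%.

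The alternatives tried were other normalizations in edgeR (TMM, DESeq2 size factors, upper quartile, library size alone), the edgeR exact test, DESeq2 with and without shrunken fold changes, limma-voom, other filters, other pseudocounts, TMM rescaling of the values, array weights, an adjusted p-value under 0.1, other distances, fry and an estimated correlation for the lists, and leaving out each cow in turn. Groups of 3 are too small for a test of outlying samples within a group. The enrichment of GO terms was not repeated.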

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

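The tests and alternatives were set before the data were examined, apart from those chosen afterwards: limma on log2(value + 1) as the test, in place of the edgeR test first planned for counts, and the edgeR quasi-likelihood test with TMM, the other pseudocounts and the TMM rescaling of the values as alternatives, chosen once the values were known to be normalized, and the array weights, DESeq2 with a filter on the mean alone, DESeq2 with shrunken fold changes and no filter, and the edgeR quasi-likelihood test without cow 489215, added after the results had been seen. No paired analysis was possible because each cow belonged to 1 group and gave 1 isthmus library.

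The number of isthmus genes past the threshold was 0 with limma and stayed 0 with the edgeR quasi-likelihood test under 4 normalizations, limma-voom, 3 other filters, an adjusted p-value under 0.1, pseudocounts of 0.5 and 5, and TMM rescaling, with 1257 to 1568 genes at an unadjusted p-value under 0.05. The edgeR exact test called 173 genes (110 higher in LF/LCL and 63 in SF/SCL). DESeq2 called 409 (206 and 203), 411 with shrunken fold changes (208 and 203), 539 with the filter on the mean alone (236 and 303) and 475 with shrunken fold changes and no filter (220 and 255). Array weights gave 4581 genes (2242 and 2339), with weights whose estimate had not converged. Across the 6 fits that each left out one cow, the count ran from 0 to 2827 genes, from 0 to 1227 higher in LF/LCL and from 0 to 1600 higher in SF/SCL. All of the 2827 came from the fit without SF/SCL cow 489215, and the edgeR quasi-likelihood test without that cow called 2805 (1182 and 1623). Without it the common dispersion was 0.0371 against 0.146 with all 6 libraries, so that the larger counts follow a smaller spread within SF/SCL. In simulated data a larger share of the calls was false with DESeq2 (31.7%) than with limma (7.83%). The simulated counts varied independently from gene to gene with the same spread in both groups, and no simulated library lay apart as cow 489215 does. These shares therefore cannot say how many calls of either test are false in the isthmus values. Why each of these tests differs on the isthmus values was not tested further.

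The paper chose the genes of Table 4 from those it had called. For Table 4 isthmus genes past the threshold, limma gave 0 of the 150 in the fit, all of which had an unadjusted p-value under 0.05, while 51 passed with the edgeR exact test, 117 with DESeq2, 118 with shrunken fold changes, 137 with the filter on the mean alone, 121 with shrunken fold changes and no filter, and 150 with array weights. Leaving out one cow gave 0 to 141, with 141 without cow 489215, and the edgeR quasi-likelihood test without that cow gave 139. Beyond the shared dispersion, the cause was not tested.

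With all cows but 489215, 38 named genes passed the threshold in the direction they had with all cows, and 7 changed direction, of which ESR1 passed it too, as did HPSE, which passed the filters without that cow. The NXN log2 fold change without it was -0.25, the PCNA log2 fold change -0.16, the CTGF log2 fold change -0.33, the ESR1 log2 fold change 1.08, the EDN1 log2 fold change -0.16, the PGRMC2 log2 fold change -0.059 and the SELT log2 fold change -0.017. Under the edgeR quasi-likelihood test without it they were -0.25, -0.16, -0.29, 1.08, -0.16, -0.063 and -0.018 in the same order, and with array weights -0.24, -0.14, -0.11, 1.11, -0.13 and -0.025 for the first 6. NXN was also reversed with library size alone (-0.026) and without LF/LCL cow 527 (-0.044). With each cow left out in turn, NXN ran from -0.25 to 0.18, PCNA from -0.16 to 0.50, CTGF from -0.33 to 0.45, ESR1 from -0.80 to 1.08, EDN1 from -0.16 to 0.24, PGRMC2 from -0.059 to 0.23 and SELT from -0.017 to 0.28. In the count models, ESR1 was reversed to 0.55 with DESeq2 size factors in edgeR, 0.50 with upper-quartile normalization, 0.61 with library size alone, 0.53 with TMM and with the exact test, 0.55 with DESeq2 under either filter, 0.27 with shrunken fold changes and 0.29 with shrunken fold changes and no filter. The PFN1 log2 fold change was reversed to 0.17, 0.082 and 0.13 in edgeR with DESeq2 size factors, upper-quartile normalization and TMM, 0.13 with the exact test, 0.17 with DESeq2 under either filter, 0.098 with shrunken fold changes and 0.11 without a filter, and to 0.047 without cow 856 and 0.26 without cow 97, and was -0.98 without cow 489215. The ACTB (ENSBTAG00000026199) log2 fold change, near 0 in limma, was 0.28, 0.19, 0.094 and 0.23 in edgeR with DESeq2 size factors, upper-quartile normalization, library size alone and TMM, 0.23 with the exact test, 0.28 with DESeq2 under either filter, 0.18 and 0.19 with shrunken fold changes, and 0.065, 0.029, 0.25 and 0.35 without cows 617, 79, 856 and 97, and -0.63 without cow 489215. For ESR1, PFN1 and this ACTB row, DESeq2 had the sign of the difference in mean counts, whereas limma averages log2 values. The mean normalized counts in SF/SCL and LF/LCL were 5351 and 3659 for ESR1, 19524 and 17298 for PFN1, and 101820 and 84123 for this ACTB row. The cause of the other reversals was not tested.

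Of the 13 gene lists tested, 9 passed with camera's preset correlation, and 1, the collagens, passed with fry and 1 with the estimated correlation. The means did not change with these tests: -0.78 for the matrix metalloproteinases, ADAM and ADAMTS, 0.50 for ciliated epithelium, 0.45 for secretory and general epithelium, -0.59 for smooth muscle, -0.62 for fibroblasts, -0.96 for mesothelium, -0.31 for endothelium and 0.42 for heat shock and chaperones. Only the setting of the correlation between genes differed between the camera runs, so the loss of lists there follows from that setting. Why fry passed fewer lists was not tested. The mesothelium list also no longer passed with the filter on the mean alone (-0.60), and ran from -1.27 to -0.27 when each cow was left out, failing without cows 79 (-0.35), 527 (-0.27) and 489215 (-0.67). The endothelium list ran from -0.52 to -0.16 and failed without cows 79 (-0.22), 856 (-0.16) and 97 (-0.24). The heat shock list ran from 0.30 to 0.53 and failed without cow 489215 (0.30). In the mitotic cell cycle list, mean log2 fold change ran from -0.18 to 0.34, below 0 without cows 79 (-0.13), 856 (-0.0083) and 489215 (-0.18) and past the threshold without cow 97 (0.34). In the pro-apoptotic BCL2 family and death receptors list, mean log2 fold change ran from -0.091 to 0.12, above 0 without cows 617 (0.025), 79 (0.038) and 489215 (0.12). The leukocyte list ran from -0.44, past the threshold without cow 617, to 0.031 without cow 489215. The causes were not tested.

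The separation of the groups was 12.4, stayed positive with other normalizations and pseudocounts, and ran from -6.70 to 31.6 when one cow was left out. It was below 0 without each LF/LCL cow (-2.75 without 617, -6.70 without 79 and -6.25 without 527), and rose without each SF/SCL cow (28.2 without 856, 31.6 without 489215 and 30.9 without 97). These changes follow from the weight of cow 489215 in the means. It lay 178 and 172 from cows 856 and 97, against 64.5 to 75.5 for the other pairs within groups. Its pairs within the group weigh more without an LF/LCL cow, and weigh less or drop out without an SF/SCL cow. The correlation of RNA-seq with qPCR fold changes was positive under every alternative run and no longer passed with the qPCR values of 14 cows (0.233), and the cause was not tested. Of the expression categories, the low one fell to 4222 genes when genes at 0 in every library were left out, by construction.

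The number of cows limits every exact test to a p-value of at least 0.1.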

Differences from the paper's values

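No test in this part was chosen to explain a difference, and the alternatives marked as added were chosen after the values had been seen.

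The paper reports 590 differentially expressed isthmus genes, 274 higher in LF/LCL and 316 higher in SF/SCL, and limma on the deposited values called 0, with 0 in each direction and 1333 genes at an unadjusted p-value under 0.05. The negative binomial test of DESeq, which the paper used, was not run. The gap is therefore one between tests and does not say what the paper's own test would call on these values. Of the 17 alternatives set before the data were examined, DESeq2 with 409 genes and DESeq2 with shrunken fold changes with 411 came within 1.5 times the paper's 590, and with 206 and 208 genes within 1.5 times the paper's 274. For the paper's 316 none of the 17 did, DESeq2 giving 203. The edgeR exact test called 173 genes, all in S5 Table, and limma without cow 489215 called 2827, of which 504 are in S5 Table, and neither count was within 1.5 times that of the paper. Among alternatives chosen after seeing the values, DESeq2 with the filter on the mean alone called 539 genes (236 and 303) and DESeq2 with shrunken fold changes and no filter called 475 (220 and 255), which were within 1.5 times all 3 of the paper's counts. Array weights, also chosen after seeing the values, called 4581 genes, 537 of them in S5 Table, and the edgeR quasi-likelihood test without cow 489215 called 2805, 498 of them in S5 Table. Of the other alternatives, set before or after, all called 0 genes.

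The paper reports 2059 highly expressed genes in SF/SCL and 413 in LF/LCL, and the deposited values gave 6075 and 5820 genes with a mean normalized count of at least 1000. None of the 9 alternatives set before the data were examined closed either gap, with 5934 to 6075 and 5789 to 5944 genes, although 4 of the 9 (the genes with at least 1 read, and leaving out a cow of the other group) leave a group's number as it is by construction. For the highly expressed genes of both groups together, the paper's 6212 and the 5983 found here differed by less than 1.5 times.

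For 4 named genes, the log2 fold change differed from that of S5 Table by more than the pooled SD of the gene's log2 values within the groups. DSG3 was -2.46 against the paper's -1.6436; of the 15 alternatives set before the data were examined that gave a value, DESeq2 with shrunken fold changes and limma without LF/LCL cow 617 or SF/SCL cow 856 closed the gap and the others did not. MMP24 was -2.40 against the paper's -1.5637; 8 of 17 such alternatives closed the gap, namely edgeR with DESeq2 size factors, upper-quartile normalization or library size alone, the edgeR exact test, DESeq2 with and without shrunken fold changes, and limma without cow 527 or cow 489215, and the others did not. SELV was -1.66 against the paper's -1.2889; DESeq2 with shrunken fold changes and limma without cow 617, 527 or 489215 closed the gap, 4 of 17. TF was -2.13 against the paper's -1.9715, and of 17 alternatives DESeq2 with shrunken fold changes alone closed the gap. Chosen after seeing the values, a pseudocount of 5 and DESeq2 with shrunken fold changes and no filter closed all 4 gaps, array weights those of DSG3, MMP24 and SELV, and the edgeR quasi-likelihood test with TMM, DESeq2 with the filter on the mean alone and the edgeR quasi-likelihood test without cow 489215 that of MMP24. Over the genes of S5 Table, the median absolute difference from the paper's log2 fold changes was 0.08 with limma and 0.03 with DESeq2 and shrunken fold changes, and 0.01 with DESeq2, shrunken fold changes and no filter, which was chosen after seeing the values.

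Of the RNA-seq log2 fold changes in S6 Table, 3 had the opposite sign here or lay farther from the paper's than the pooled SD of the gene's log2 values within the groups: ESR1 by its sign alone, HPSE by both and OVGP1 by its size. ESR2 was -0.96 against the paper's -0.323, which is within its SD of 1.18. The ESR1 log2 fold change was -0.14 against the paper's 0.284, with an SD of 1.50. Of the 17 alternatives set before the data were examined, 7 had the paper's sign and closed the gap by this rule: edgeR with DESeq2 size factors (0.55), upper-quartile normalization (0.50) or library size alone (0.61), the edgeR exact test (0.53), DESeq2 without (0.55) and with (0.27) shrunken fold changes, and limma without cow 489215, which at 1.08 lay farther from the paper's value than -0.14 did. The other 10 had the opposite sign. Of those chosen after seeing the values, the edgeR quasi-likelihood test with TMM (0.53) and DESeq2 with the filter on the mean alone (0.55) or with shrunken fold changes and no filter (0.29) also closed it, while array weights (1.11) and the edgeR quasi-likelihood test without cow 489215 (1.08) had the paper's sign but lay farther from its value than -0.14 did. HPSE was 1.36 against the paper's -1.017, with opposite signs, and none of the 6 alternatives that gave a value closed the gap; with DESeq2, shrunken fold changes and no filter, chosen after seeing the values, it was 1.04, still of the opposite sign. OVGP1 was 5.33 against the paper's 0.597, which none of the 3 alternatives that gave a value closed; with DESeq2, shrunken fold changes and no filter, chosen after seeing the values, it was 0.70, which did.

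The paper states that FIGF is higher in the LF/LCL isthmus, while Table 4 lists it for the ampulla; in the deposited isthmus values it was higher in SF/SCL, with a log2 fold change of 0.85. The paper describes the clustering of Fig 5B, drawn for selected genes, as parting the groups; over the genes that passed the filters, SF/SCL cow 489215 lay nearer to the LF/LCL cows (151) than to the other SF/SCL cows (175).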

Other observations

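Among the tests in this part, those of depth, of abundant genes and of a wrong label for cow 489215, the added HOX and uterine lists, and the test of position along the oviduct were chosen only after the result had been seen, and the rules for reading the tests of cell types and of a wrong label in cow 489215, of the HOX genes and of the share of epithelium were made stricter after their values had been seen. The test of position replaced an earlier one that set each library's deviation from the mean of the 6, after the values of that one had been seen, because that centring forces opposite signs.

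Under limma, all 10 divisions of the 6 cows into 3 and 3 gave as many genes past the threshold as the real one, since each gave 0. At an unadjusted p-value under 0.05, 1 of the 10 divisions, the real one, gave as many as 1333 genes, but the division of cows 617, 79 and 489215 against the others gave 1327. DESeq2 called 409 genes for the real division and at most 57 for another, so 1 of 10 gave as many. The camera test passed 9 lists for the real division and at most 8 for another, again 1 of 10. With 10 divisions the share cannot be under 0.1, so a grouping of the cows by chance cannot be told apart from a group effect by these counts alone.

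SF/SCL cow 489215 lay apart from the other SF/SCL cows, with correlations of log2 values of 0.862 with cow 856 and 0.876 with cow 97, which correlated at 0.971 with each other. Its depth argues against too few reads, as its 25472906 reads lie within the range of the other libraries. A few genes taking most of the counts would shift the other genes by a common factor, which leaves a correlation as it is. This is argued against by its highest correlation with cow 856 or 97 without the 100 most abundant genes, 0.883, below the lowest within a group among the other cows over the same genes, 0.972. That check is not separate from the low correlations over all genes, since leaving out 100 of 15387 genes can move a correlation little. A library of the LF/LCL group under the wrong label cannot be told apart from other causes: its highest correlation with an LF/LCL cow, 0.925, is below the lowest between LF/LCL cows, 0.968, but above those with its own group. Bias with gene length cannot be told apart, because the test was void: rho with genomic length was -0.404, but 78.2% of the genes had a length, under the 80% needed, and the lengths came from an assembly other than the one the reads were aligned to.

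Another share of the main cell types in cow 489215 cannot be told apart from other causes. Against cows 856 and 97, its ciliated list was lower, with a mean log2 ratio of -1.52, and its smooth muscle (1.06), fibroblast (0.45) and endothelium (0.63) lists were higher. The secretory and general epithelium list had a mean of -0.26 and a median of 0.21, so that its direction stays open; by the rule as first written, on the means alone, these lists would have counted for another share of cell types. The mesothelium list was at -1.44 and the leukocyte list at -0.74.

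Tissue from nearer the uterus in the sample of cow 489215 cannot be told apart from other causes, because 1 of the 10 posterior HOX genes other than HOXA10 had a mean above 5 in the other 5 libraries. The log2(value + 1) of this gene, HOXC10, in cow 489215 lay 3.09 above the mean of the log2 values of the other 5 libraries. Low counts in cows 856 and 97 pull that mean down, so the ratio to the mean count is smaller. The normalized count of HOXC10 was 199.7 in cow 489215, 51.8 to 89.2 in the LF/LCL cows, and 0.76 and 9.75 in cows 856 and 97. HOXA11 and HOXD10 were at most 5.32 and 4.56 in the other cows, with 26.6 and 35.9 in cow 489215. HOXA10, seen before the test was set, had a normalized count of 5991 in this cow, 2094 to 2451 in the LF/LCL cows, and 671 and 720 in cows 856 and 97. The list of uterine epithelium and glands had a mean log2 ratio of -0.09 to the other 5 libraries and a median of 0.25. Of its 8 genes 5 were higher in cow 489215, so its direction stays open, and many of its genes are also expressed in the oviduct. A difference between cows, or of the group, stays open and was not tested.

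Position along the oviduct may also part cows 856 and 97 from the LF/LCL cows. For the 645 ampulla genes of S2 Table in the fit, each library's log2 values were set against the log2 of the gene's mean in the ampulla, as the paper gives it, with no mean of the isthmus libraries on either side. Across these genes, which are not independent replicates, Spearman's rho was 0.922 in cow 856 and 0.921 in cow 97, against 0.765 to 0.790 in the LF/LCL cows, the range for no difference, and 0.717 in cow 489215. Over the 340 genes the paper gives as higher in the SF/SCL ampulla it was 0.947 in both cows against 0.794 to 0.839 in the LF/LCL cows, and over the 305 it gives as higher in the LF/LCL ampulla 0.931 and 0.927 against 0.807 to 0.829. The values of OVGP1 and HOXA10 had been seen before this test was set. OVGP1, which the paper reports by qPCR as higher in the ampulla, had normalized counts of 271794 and 325158 in cows 856 and 97, 730 in cow 489215 and 287 to 1950 in the LF/LCL cows. Of the 7 genes the paper reports as higher in the ampulla, 5 were higher in cows 856 and 97 than in LF/LCL (OVGP1, HSPA1A, HPSE, RGS20 and ESR1), and CXCR4 and PDGFD were lower. Of those it reports as higher in the isthmus, MET, TGFB3, VCL, EDN1 and TGFBR2 were lower, and ANGPT4 was left out because no gene of the deposited values carries that name. These values are consistent with tissue nearer the ampulla in cows 856 and 97, but S2 Table holds only genes that differed between the groups, the ampulla libraries come from the same cows, a larger share of epithelium in these samples was not set apart from position, and a group effect on the isthmus that makes it resemble the ampulla was not tested and stays open.

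A different share of epithelium and stroma in the sampled tissue cannot be told apart from a change of expression as a source of the higher matrix genes of LF/LCL, because the SF/SCL cows go different ways. The camera test with Benjamini-Hochberg adjustment gave lower means in LF/LCL for ciliated epithelium (0.50 over 21 genes, adjusted p = 1.89e-05) and secretory and general epithelium (0.45 over 18 genes, adjusted p = 1.84e-05), and higher ones for smooth muscle (-0.59 over 15 genes, adjusted p = 3.80e-05), fibroblasts without collagens (-0.62 over 17 genes, adjusted p = 2.69e-07) and endothelium (-0.31 over 13 genes, adjusted p = 0.0129). The group means of all 5 lists moved the way a different share of epithelium predicts, as did all 5 in cows 856 and 97 against the LF/LCL mean, but 2 of the 5 in cow 489215. In that cow the mean log2 value of the ciliated list, 9.91, was below every LF/LCL cow (10.28 to 10.57) and that of smooth muscle, 15.76, above every LF/LCL cow (15.60 to 15.70), while that of the collagens, 8.67, was below every other cow. Without cow 489215 the means were 1.00, 0.38, -0.95, -0.77 and -0.52. None of these 5 calls held with fry or with an estimated correlation. S5 Table holds 2, 5, 3, 3 and 0 of their genes, and 17, 14, 14, 15 and 12 of their genes had the direction of the mean. The mesothelium list was also higher in LF/LCL (-0.96 over 6 genes, -0.67 without cow 489215), and the leukocyte list was not past the threshold (-0.22 over 16 genes, adjusted p = 0.437 from camera with Benjamini-Hochberg adjustment, and 0.03 without cow 489215). One gene of the erythrocyte list passed the filters, so that list was not tested. The collagens differed between the groups more than the fibroblast list, by -0.46 (exact permutation test, p = 0.1, the smallest possible), which was -0.25 without cow 489215, and more than smooth muscle, by -0.49 (exact permutation test, p = 0.4), which was -0.08 without it. The matrix metalloproteinases, ADAM and ADAMTS differed from the fibroblast list by -0.16 (exact permutation test, p = 1), and by 0.28 without it.

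Heat shock and chaperone genes were higher in SF/SCL, with a mean log2 fold change of 0.42 (adjusted p = 8.86e-06 from camera with Benjamini-Hochberg adjustment) and 17 of 18 genes in that direction. The mean was 0.30 without cow 489215, where the list no longer passed (adjusted p = 0.0758 from camera with Benjamini-Hochberg adjustment), and S5 Table holds 6 of the 18. For the heat shock and chaperones list, mean log2 fold change stayed above 0 under all alternatives, with an adjusted p-value from camera or fry with Benjamini-Hochberg adjustment from 8.82e-07 to 0.247. No explanation was tested.

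Of the 645 genes that the paper reports as different in the ampulla and that passed the isthmus filters, 389 (60.3%) had the same direction in the isthmus. The share was 67.2% without cow 489215 and 52.7% without cow 97. Of the 10 divisions of the cows, 4 gave a share as far from 50%, so this share does not set the real division apart. S2 and S5 Tables of the paper share 56 genes, 42 of them with the same sign.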
